# RNA processing errors triggered by cadmium and integrator complex disruption are signals for environmental stress

**DOI:** 10.1186/s12915-019-0675-z

**Published:** 2019-07-16

**Authors:** Cheng-Wei Wu, Keon Wimberly, Adele Pietras, William Dodd, M. Blake Atlas, Keith P. Choe

**Keywords:** *Caenorhabditis elegans*, Cadmium, snRNA, RNA splicing, Stress response, Surveillance mechanism

## Abstract

**Background:**

Adaptive responses to stress are essential for cell and organismal survival. In metazoans, little is known about the impact of environmental stress on RNA homeostasis.

**Results:**

By studying the regulation of a cadmium-induced gene named *numr-1* in *Caenorhabditis elegans*, we discovered that disruption of RNA processing acts as a signal for environmental stress. We find that NUMR-1 contains motifs common to RNA splicing factors and influences RNA splicing in vivo. A genome-wide screen reveals that *numr-1* is strongly and specifically induced by silencing of genes that function in basal RNA metabolism including subunits of the metazoan integrator complex. Human integrator processes snRNAs for functioning with splicing factors, and we find that silencing of *C. elegans* integrator subunits disrupts snRNA processing, causes aberrant pre-mRNA splicing, and induces the heat shock response. Cadmium, which also strongly induces *numr-1*, has similar effects on RNA and the heat shock response. Lastly, we find that heat shock factor-1 is required for full *numr-1* induction by cadmium.

**Conclusion:**

Our results are consistent with a model in which disruption of integrator processing of RNA acts as a molecular damage signal initiating an adaptive stress response mediated by heat shock factor-1. When *numr-1* is induced via this pathway in *C. elegans*, its function in RNA metabolism may allow it to mitigate further damage and thereby promote tolerance to cadmium.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-019-0675-z) contains supplementary material, which is available to authorized users.

## Introduction

For most eukaryotic genes, introns must be spliced out of precursor mRNA (pre-mRNA) to produce mature mRNA transcripts ready for translation [1], a process that is essential to organismal development and homeostasis [2, 3]. Splicing is predominantly conducted in the nucleus by the spliceosome and associated RNA-binding proteins that form a dynamic, extremely complicated, and poorly understood macromolecular complex of small nuclear RNAs (snRNAs) and up to 300 distinct proteins [4]. In the last decade, an additional metazoan-specific complex of at least 14 proteins, named integrator, was discovered that indirectly promotes splicing by processing snRNAs into their functional forms [5–7].

Although mechanisms for regulating protein homeostasis during environmental stress have been studied in great detail [8], little is known about the regulation of RNA homeostasis during stress. Disruption of pre-mRNA processing has been observed during environmental stress [9, 10], and recent studies have revealed associations and causative relationships between splicing fidelity and aging, cancer, and myotonic dystrophy [11–13]. Splicing is also being explored as a therapeutic target [13]. A molecular understanding of how environmental stress affects RNA processing and adaptive cellular responses would provide novel insights into this core eukaryotic cell process with broad relevance to cell homeostasis and disease.

Responses to environmental stress almost always include transcriptional activation of genes encoding proteins that mitigate damage. However, translation of these stress response genes can be delayed if they contain introns and splicing is disrupted. In eukaryotes of all kingdoms, genes that are rapidly induced during stress contain few introns as a strategy to bypass splicing [14]. Genes encoding canonical heat shock protein (HSP) chaperone genes exemplify this strategy [15]. Coincidentally, HSPs have been shown to help restore RNA splicing during stress, presumably by promoting proper folding of splicing factor proteins [10, 15–17]. Other stress-responsive and intronless genes are poorly studied.

Using the genetic model nematode *Caenorhabditis elegans*, a previous study reported that a small intronless gene named *nuclear localized metal responsive-1* (*numr-1*) is highly induced by cadmium, a heavy metal and environmental contaminant [18–20]. Biochemical functions of NUMR-1 are unknown, but the protein was shown to localize to the nucleus and to promote *C. elegans* longevity and adult survival in cadmium [18]. NUMR-1 protein sequence has no resemblance to canonical metal-responsive metallothioneins that function as metal ion chelators [21].

We find that NUMR-1 contains motifs common in RNA-binding proteins and influences RNA splicing. We conducted a genome-wide RNA interference (RNAi) screen for regulators of *numr-1* and find that silencing of core splicing factors or integrator complex subunits strongly induces *numr-1* in the absence of cadmium. Cadmium or silencing of integrator complex subunits disrupts RNA splicing and processing of snRNAs suggesting a common molecular damage surveillance mechanism. Lastly, heat shock factor-1 (HSF-1), the guardian of the proteome, is activated by cadmium or integrator complex silencing and is required for full *numr-1* induction. Our results are consistent with a model where cadmium disrupts the processing of snRNAs by the integrator complex leading to HSF-1 activation of *numr-1* and HSPs as mechanisms to restore homeostasis.

## Results

### *numr-1* encodes an SR-like protein

Protein BLAST searches fail to identify NUMR-1 homologs outside of nematodes, which may be caused by high sequence divergence and stretches of low complexity. However, while inspecting primary sequence and secondary structure predictions, we identified motifs in NUMR-1 (Fig. 1a, Additional file 1: Figure S1) that resemble those found in serine-/arginine-rich (SR) proteins, a family of eukaryotic proteins with well-established roles in multiple steps of RNA metabolism [25]. Jpred4 secondary structure modeling [22] predicts a sequence of beta sheets and alpha helices at the N-terminus of NUMR-1 the same as RNA-recognition motifs (RRM) found in canonical SR proteins (Fig. 1a, Additional file 1: Figure S1). NUMR-1 also has serine- and arginine-rich regions that are common in SR proteins, and a C-terminus tail rich in histidine and glycine (Fig. 1a, Additional file 1: Figure S1). These features suggest that NUMR-1 might function in RNA metabolism.

**Fig. 1:**
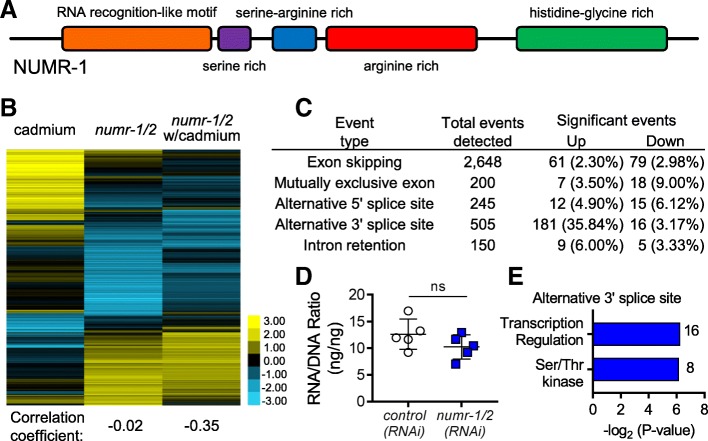
The *numr-1* gene encodes an SR-like protein that influences RNA splicing*.* **a** NUMR-1 resembles an SR-like protein with an N-terminal RNA recognition-like motif, serine- and arginine-rich regions, and a C-terminal histidine-glycine-rich region [22–24]. **b** Clustered heat map of log_2_ gene expression changes caused by 300 μM cadmium relative to no cadmium, *numr-1/2(RNAi)* relative to *control(RNAi)* on agar without cadmium, or *numr-1/2(RNAi)* relative to *control(RNAi)* on agar with 300 μM cadmium*.* Correlation coefficients relative to the first column of data are shown below. A list by gene is provided in Additional file 2: Table S1. **c** Summary of alternative splicing events caused by *numr-1/2(RNAi)* relative to *control(RNAi).* A list by gene is provided in Additional file 4: Table S3. Percentage of events that were significantly changed are provided in parentheses. **d** RNA to DNA ratios of worms fed with *control(RNAi)* or *numr-1/2(RNAi).* **e** Enriched categories within genes alternatively spliced by *numr-1/2(RNAi)*

### NUMR-1 influences RNA splicing

NUMR-1 was previously shown to reside in nuclei and promote longevity and survival of cadmium in adult worms, but nothing is known about its biochemical function [18]. The *numr-1* gene is immediately adjacent to a duplicate named *numr-2* that is controlled by the same promoter [18]. 

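The 2 copies lie head to head on chromosome III of WBcel235. numr-1 (WBGene00017270) runs from 7362619 to 7363464 on the minus strand and numr-2 (WBGene00017267) from 7364385 to 7365230 on the plus strand. Each gene is 846 bases long and 920 bases lie between them. Reads of such copies may be assigned to either gene or left uncounted, so values given for each copy are uncertain. Their sum is given beside them and is uncertain as well if reads were left uncounted.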

A deletion of both copies does not exist, but RNAi will target both because they are 100% identical at the nucleotide level. 

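Worms of 4 groups were sequenced: control(RNAi) and numr-1/2(RNAi), each without cadmium and after the exposure. Each group has 3 libraries made from RNA selected with oligo(dT). The paper's methods give the stage as late L4 to young adult, and the submitters' notes speak of gravid young adults. According to the submitters' processing notes, reads were aligned with HISAT2 2.1.0 and counted with HTSeq 0.6.1. For expression, the authors' deposited tables give 1 normalized value per gene and group, pooled over the 3 libraries, and an adjusted p for each comparison; the paper names DEGSeq as its test. These values carry no spread between libraries. For splicing, the deposited tables give the inclusion and skipping reads of each library for each event found by rMATS. The events are of 5 types: skipped exons, mutually exclusive exons, alternative 5′ splice sites, alternative 3′ splice sites and retained introns.

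Depth was taken from reads over the 1471 splicing events that could be read in all 18 libraries, which are a small part of each library; the paper states the clean reads per library in its methods. These reads came to 829198 to 962093 per library (median 877172) in control(RNAi) and 837104 to 1017466 (median 847725) in control(RNAi) with cadmium. In numr-1/2(RNAi) they came to 713283 to 828347 (median 792184), and with cadmium to 763135 to 932732 (median 843718). Genes were called changed by the paper's rule at an adjusted p below 0.05 in the authors' deposited table and a change of at least 2-fold, among the 18479 of 47020 genes with a value above 0 in all 6 groups of the study. The paper's lists of stage-enriched genes, which it removed, were not used here. Splicing events with at least 10 reads in every library were tested with a quasi-binomial fit whose dispersion limma moderates. For each gene, the reads of its event with the most reads in each library were also tested with limma. This gives a check across libraries for the 1043 genes with enough reads. The gene lists, the rule for naming genes and most alternatives were fixed before the data were examined, although fold change lists in the paper's tables had been seen by then. The authors' rMATS calls as an alternative for event counts, and a split of the shared libraries, were added afterwards.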

To explore the function of *numr-1/2* in RNA metabolism, we performed whole-genome RNA sequencing in worms fed *numr-1/2* dsRNA and compared it with worms fed control dsRNA with and without 12-h exposure to 300 μM cadmium.

A heat map of genes differentially expressed by cadmium or *numr-1/2(RNAi)* is shown in Fig. 1b with correlation coefficients relative to cadmium listed at the bottom. Cadmium changed the expression of 999 genes (771 up and 228 down) (Fig. 1b; Additional file 2: Table S1). 

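The genes that cadmium raised most include known metal response genes. cdr-1, a cadmium-responsive gene, had a value of 115 in control(RNAi) and 16700 with cadmium, 145-fold higher. mtl-1, which encodes a metallothionein, rose 24.5-fold from 259 to 6340 and mtl-2 2.29-fold from 12900 to 29700. numr-1 rose from 3.1 to 234 and numr-2 5.69-fold from 24.1, and the sum of both values rose from 27.2 to 371. fbxa-163 rose 210-fold, and comt-4 went from 3.75 to 391. Of 16 metal response genes, 8 were higher and none was lower, and the same 8 was the count adjusted over the list alone.

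Among the genes that fell were all 6 vitellogenins, which encode yolk proteins: vit-3 fell to 0.0483 of its control value, from 2210 to 106, and vit-6 to 0.141. Of 41 germline and oocyte genes, 17 were lower and none was higher (17 lower adjusted over the list alone), among them meg-1 at 0.124, egg-1 at 0.21 and rme-2 at 0.224 of the control value. Of 48 histone genes, 14 were lower and none was higher, the same 14 adjusted over the list alone. Without the fold threshold the counts of lower genes were 22 for the germline list and 14 for the histones, and no gene of either list was higher. No major sperm protein or sperm gene of 81 passed the rule, and 2 were lower without the fold threshold.

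In all, 1340 genes passed the rule, 851 higher and 489 lower, by adjusted p in the authors' deposited table. Across libraries, limma with Benjamini-Hochberg adjustment called 135 of the 1043 genes with reads over splicing events, 71 higher and 64 lower, and 70 without control(RNAi) replicate 2. Of the 37 of these genes called from the group values, 37 moved in the same direction in the reads, and 35 also passed limma. Both values come from the same libraries, so a shared direction is not independent evidence.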

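Several gene lists of detoxification and defence were enriched among the 330 genes that cadmium raised at least 4-fold. These held 11 of 49 glutathione S-transferases (Fisher's exact test, 1.9e-08 after Benjamini-Hochberg adjustment over 24 lists). gst-38 (WBGene00001786) rose 92-fold from 211 to 19500, gst-30 35.7-fold and gst-1 10.6-fold. They also held 14 of 153 C-type lectins (5.23e-06 by the same test), among them clec-74, which went from 1.57 to 117, and clec-12, 49-fold higher. Of the cytosolic heat shock proteins, 6 of 20 were in this group (5.84e-06), and of the genes of lysozymes and pathogen response 9 of 53 (4.41e-06), with irg-6 19-fold and irg-1 7.68-fold higher.

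At the 2-fold threshold, 18 of the 49 glutathione S-transferases were higher and 1 was lower, and the counts were the same adjusted over the list alone. Of the C-type lectins, 19 were higher and 12 lower (22 and 13 adjusted over the list alone). Of 69 cytochrome P450 genes, 9 were higher and 7 lower (9 and 8 adjusted over the list alone): cyp-13A4 rose 13.5-fold and cyp-33C7 9.21-fold, and cyp-35A3 fell to 0.0988 of its control value. Of 66 UDP-glucuronosyltransferases, 10 were higher and 8 lower (the same adjusted over the list alone), with ugt-54 5.75-fold higher and ugt-6 at 0.038 of its control value. Of 16 genes in the list of SKN-1 phase II genes, 5 were higher and none was lower, the same adjusted over the list alone. gcs-1 rose 2.29-fold. Without the fold threshold 7 genes of this list were higher and 1 was lower. Each of these changes rests on group values pooled by the authors, with no spread between libraries.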

As expected, genes at least fourfold upregulated by cadmium are enriched for functions in stress response, including drug metabolism, heat shock proteins, and c-type lectins [19] (Additional file 3: Table S2). RNAi of *numr-1/2(RNAi)* changed the expression of 1387 genes on control agar (518 up and 869 down) and 980 on agar with cadmium (538 up and 442 down) (Fig. 1b; Additional file 2: Table S1). 

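Without cadmium both targeted genes were low: numr-1 was 3.11 in control(RNAi) and 1.92 in numr-1/2(RNAi), and numr-2 was 24.1 and 28.6. Their sum was 27.2 in control(RNAi) and 30.5 in numr-1/2(RNAi), so it was not lower. Neither gene's difference passed, with adjusted p of 0.979 and 0.926 in the authors' deposited table. With cadmium, numr-1 was 51.3 and numr-2 56.8 in numr-1/2(RNAi), and they were 234 and 137 in control(RNAi). Both were lower, at 0.205 and 0.387 of control(RNAi) with cadmium. The sum was 371 in control(RNAi) with cadmium and 108 after the RNAi. No p is held for this comparison with cadmium. The targeted genes therefore do not check the labels of the libraries without cadmium.

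Genes of the gonad rose after numr-1/2(RNAi) without cadmium. Of 81 major sperm protein and sperm genes, 53 were higher and none was lower (53 adjusted over the list alone), with ssp-11 4.02-fold and nspd-10 4.25-fold higher. Of the 41 germline and oocyte genes, 21 were higher and none was lower (21 adjusted over the list alone), with perm-2 4.81-fold and puf-5 2.97-fold higher. Without the fold threshold, 61 sperm genes and 34 germline genes were higher and none was lower. All 6 vitellogenins were higher, vit-4 (WBGene00006928) by 5.41-fold from 2240 to 12100. In contrast, 12 of 15 genes of moulting and epidermis were lower and none was higher, with or without the fold threshold.

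In all, 1988 genes passed the rule without cadmium, 1071 higher and 917 lower, by adjusted p in the authors' deposited table. With cadmium, 3267 genes differed at least 2-fold from control(RNAi) with cadmium, 1885 higher and 1382 lower, with no p. Of the same lists, 59 sperm genes, 27 germline genes and 6 vitellogenins were at least 2-fold higher and 5 moulting genes lower. Across libraries, limma with Benjamini-Hochberg adjustment called 239 of the 1043 genes with reads over splicing events without cadmium (149 without control(RNAi) replicate 3) and 241 with it (151 without numr-1/2(RNAi) with cadmium replicate 2). In these reads noah-1, a gene of moulting, fell by 2.53 on the log2 scale (standard error 0.138, adjusted p = 6.51e-11 from limma).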

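Cuticle collagen genes changed in both directions. Of 160 collagen genes, 49 were higher and 26 lower after numr-1/2(RNAi) without cadmium (50 and 27 adjusted over the list alone). col-119 (WBGene00000693) rose 8.78-fold, from 2770 to 24300, and col-126 11.3-fold, from 25.4 to 288. col-176 fell to 0.102 of its control value, from 16100 to 1650, and col-128 to 0.123. Among genes at least 4-fold higher without cadmium and, by fold change alone, with cadmium, 19 of 96 were collagens (Fisher's exact test, 1.65e-19 after Benjamini-Hochberg adjustment over 24 lists), and 2 were vitellogenins (0.00474 by the same test).

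The 239 genes that fell at least 4-fold without cadmium held 7 of the 15 moulting and epidermis genes (7.84e-09) and 12 collagens (1.42e-05). fbn-1, which encodes a fibrillin-like protein of the epidermis, fell from 3700 to 241, dpy-6 from 2540 to 186 and mlt-11 from 30100 to 3240. The background of these tests was the 18479 genes with a value above 0 in all 6 groups. It includes the stage-enriched genes that the paper removed, so these results are not set against the paper's DAVID terms.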

Genes upregulated at least fourfold by *numr-1/2(RNAi)* with and without cadmium are only enriched for cuticle collagen, and there is no enrichment for genes downregulated by *numr-1/2(RNAi)* (Additional file 3: Table S2). Expression changes caused by *numr-1/2(RNAi)* were not correlated with expression changes caused by cadmium and only weakly negatively correlated on agar with cadmium (Fig. 1b). These results suggest that NUMR-1 does not function to regulate the expression of any specific type of genes associated with environmental stress responses.

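Many genes that cadmium lowered were raised by numr-1/2(RNAi). cbd-1, an eggshell gene, fell to 0.179 of its control value with cadmium, and vit-2 to 0.166, while vit-2 rose 4.04-fold after numr-1/2(RNAi). Of the 489 genes lowered by cadmium, 168 were raised by numr-1/2(RNAi), where independent lists of these sizes would share 28.3. The genes raised by both numbered 25, where 49.3 would be shared. Over the 3036 genes called in either comparison, the log2 fold changes had r = -0.146. Against numr-1/2(RNAi) with cadmium the correlation was r = -0.476. Both are across genes, which are not independent replicates.

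Each pair of comparisons shares the control(RNAi) libraries with or without cadmium, which alone moves r and the covariance away from 0. In the reads over splicing events, the log2 fold changes of cadmium and numr-1/2(RNAi) had r = -0.11 over 343 genes and a covariance of -0.0752, and unchanged groups simulated against the same libraries gave r = 0.5 and a covariance of 0.0284. For numr-1/2(RNAi) with cadmium r was -0.44 over 322 genes and the covariance -0.254, and the simulated values were -0.5 and -0.0251, so this r is no stronger than the shared libraries alone give. With the shared libraries split 1 against 2 between the comparisons, a test added after the data were seen, the covariance over 6 splits was -0.189 to 0.016 for the first pair and -0.29 to -0.186 for the second. Over all 1043 genes the same splits gave -0.118 to -0.00702 and -0.0901 to -0.0311.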

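Of the 20 cytosolic heat shock proteins, none passed the paper's rule after numr-1/2(RNAi) without cadmium, by adjusted p in the authors' deposited table, nor adjusted over the list alone, where 1988 of all 18479 genes passed; without the fold threshold 2 were higher and 1 was lower. hsp-1 was 1.04-fold and hsp-90 1.05-fold of control. Of 16 metal response genes, 1 was higher, mtl-2 at 2.28-fold. Of 13 genes of the ER unfolded protein response, 2 were lower, dnj-27 at 0.357 and pdi-2 at 0.429 of the control value. Of 10 genes of the mitochondrial unfolded protein response, none passed, and 1 was higher and 1 lower without the fold threshold. Of the 49 glutathione S-transferases, 1 was higher and 5 were lower, and of the 16 SKN-1 genes 1 was lower. Of 53 genes of lysozymes and pathogen response, 2 were higher, irg-5 at 6.92-fold and irg-4 at 2.18-fold, and 2 were lower. Of 13 epidermal antimicrobial and osmotic response genes, 2 were higher and 3 lower. Of 153 C-type lectins, 9 were higher and 17 lower (Fisher's exact test for the lower genes, 0.0135 after Benjamini-Hochberg adjustment), of 69 cytochrome P450 genes 6 and 8, and of 66 UDP-glucuronosyltransferases 1 and 8. Adjusted over the list alone these counts were the same, apart from 4 lower epidermal genes and 19 lower lectins.

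From the terms found among changed genes and the weak correlation with cadmium in Fig. 1b, the paper proposes that NUMR-1 does not regulate any particular class of environmental stress genes.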

More interestingly, *numr-1/2(RNAi)* led to 404 statistically significant changes to alternative splicing events (Fig. 1c, Additional file 4: Table S3). 

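The largest splicing changes by the naming rule were in exons of Y43F8B.3, tag-241 and nas-4. A skipped exon of Y43F8B.3 at 19505895 to 19506059 on chromosome V was included at 68.5% ± 24.4 (SD, n = 3) in control(RNAi) and 9.52% ± 0.549 (SD, n = 3) in numr-1/2(RNAi) (adjusted p = 9.34e-13, limma-moderated quasi-binomial test). For a skipped exon of tag-241 the levels were 70.4% ± 3.76 and 29.4% ± 8.35 (SD, n = 3 each, adjusted p = 0.00678, limma-moderated test). An exon of epi-1, which encodes a laminin, rose from 37.8% ± 4.17 to 61.4% ± 2.64 (SD, n = 3 each, adjusted p = 1.66e-17, limma-moderated test). An intron of F26F4.9 was retained at 9.7% ± 4.65 and 21.6% ± 4.91 (SD, n = 3 each, adjusted p = 4.67e-09, limma-moderated test). The naming rule takes only events in which the libraries of the 2 groups do not overlap.

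Without cadmium 192 of 2695 events passed at a Benjamini-Hochberg adjusted p below 0.05, of which 160 had a higher level in numr-1/2(RNAi) and 32 a lower one. With cadmium 197 of 1912 events passed, 169 higher and 28 lower. The skipped exons changed both ways without cadmium, with 32 of 1760 higher and 17 lower. By the authors' rMATS p adjusted over the events kept, the balance was the other way, with 56 higher and 75 lower. By the test used here, of 202 mutually exclusive exons 4 were higher and 9 lower, of 182 alternative 5′ splice sites 7 and 2, and of 124 retained introns 3 and 1. A second test, limma on the log2 ratio of inclusion to skipping reads, called 1 event without cadmium and 3 with it, where 240 events were higher and 110 lower, and 205 higher and 52 lower, at an unadjusted p below 0.05. Leaving out 1 library gave 122 to 159 events without cadmium, the lowest without numr-1/2(RNAi) replicate 1, and 126 to 170 with it, the lowest without numr-1/2(RNAi) with cadmium replicate 2.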

We did not detect a statistically significant decrease in total RNA to DNA ratios (Fig. 1d); with our sample size and standard deviations, we had a power of 0.8 to detect a 36% change. Of the five different types of alternate splicing events, significant changes in 3′ splice sites were the most numerous at 197 total and were the most enriched when normalized by the total number of events detected at 39%. 

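Alternative 3′ splice sites moved almost entirely in 1 direction. Inclusion at these events means use of the upstream site, which gives the longer exon. Of 427 events tested without cadmium, 117 passed the test, 27.4%, of which 114 rose after numr-1/2(RNAi) and 3 fell (exact binomial test against 50%, two-sided, p = 3.21e-30). With cadmium, 135 of 413 passed, and 133 rose (p = 4.22e-37 by the same exact binomial test). The events share the same libraries and are not independent, so these binomial p hold no spread between libraries. The largest rise by the naming rule was in F46B6.5, from 27.8% ± 3.11 (SD, n = 3) to 62.8% ± 11.8 (SD, n = 3), with an adjusted p of 0.000461 from the limma-moderated quasi-binomial test. Events that did not pass leaned the same way, so that 330 of all 427 had a change above 0 and 96 below.

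The sites of these events lie close together. Of the 117 significant events, 114 (97.4%) have sites 18 nucleotides apart or closer, against 81.6% of the other events (Fisher's exact test, p = 3.83e-06). The spacing was 6 nucleotides in 54 of them, 9 in 42 and 12 in 9. The mean level of the 136 events that passed after numr-1/2(RNAi) or cadmium and were read in all libraries was 30.7% ± 1.85 (SD, n = 3) in control(RNAi) and 47.6% ± 0.195 (SD, n = 3) in numr-1/2(RNAi). It was 20.0% ± 1.59 (SD, n = 3) in control(RNAi) with cadmium and 37.7% ± 1.14 (SD, n = 3) in numr-1/2(RNAi) with cadmium. These means are over events chosen for passing a test in the same libraries. Over all 369 events read in every library the means were 41.1% in control(RNAi), 49.6% in numr-1/2(RNAi), 34.8% in control(RNAi) with cadmium and 44.5% in numr-1/2(RNAi) with cadmium, a smaller shift.

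**Figure D1:**
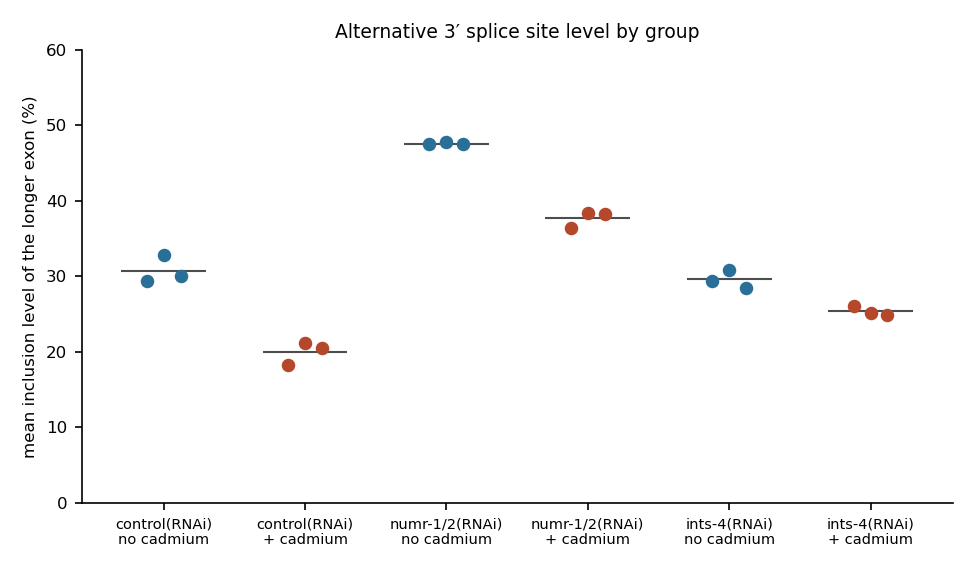
Mean inclusion level, in percent, of the longer exon over 136 alternative 3′ splice site events in each of 18 libraries, by group. Points are libraries and lines are group means (n = 3). The libraries of numr-1/2(RNAi) lie at 47.5% to 47.8% and those of control(RNAi) with cadmium at 18.2% to 21.2%.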

Using DAVID analysis, we found that genes with significant changes in 3′ splice sites caused by *numr-1/2(RNAi)* were enriched for functions in transcription regulation and serine/threonine kinase (Fig. 1e). 

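Genes with significant 3′ splice site events include dcp-66, which encodes a subunit of a chromatin remodelling complex, apr-1, a homolog of APC in Wnt signalling, and zyg-12, which ties the centrosome to the nucleus. In dcp-66 (WBGene00000938) the longer exon was used at 26.9% ± 8.54 in control(RNAi) and 59.5% ± 8.98 in numr-1/2(RNAi) (SD, n = 3 each, adjusted p = 0.0345, limma-moderated quasi-binomial test), with 25 to 88 reads per library. In zyg-12 the levels were 28.7% ± 11.5 and 62.4% ± 1.75 (SD, n = 3 each, adjusted p = 7.26e-06, limma-moderated test). saps-1, which encodes a regulatory subunit of protein phosphatase 6, had 27.3% ± 8.06 and 58.0% ± 13.1 (SD, n = 3 each, adjusted p = 1.43e-05, limma-moderated test). ZC376.6 (ints-2), which encodes an integrator subunit, had 51.5% ± 20.6 and 82.9% ± 1.89 (SD, n = 3 each, adjusted p = 0.00695, limma-moderated test).

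The significant events lie in 110 genes. None of these genes was called changed in expression, by adjusted p in the authors' deposited table, while 20 of the 269 other genes with a tested 3′ splice site event were (Fisher's exact test, p = 0.0015). With cadmium, by fold change alone, 4 of 126 genes with a significant event and 9 of 238 others were called (Fisher's exact test, p = 1.0). Without cadmium their median log2 fold change was 0.11. Of the fixed gene lists, members with a significant event were ZC376.6 and the germline gene mex-3. The DAVID terms were not analysed here.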

Examples of read maps for alternate 3′ splice site events are shown in Additional file 5: Figure S2.

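The 3 genes of the read maps all shifted to the upstream site after numr-1/2(RNAi) without cadmium. In M4.1 (WBGene00019766) the longer exon runs from 3214507 to 3214681 on chromosome IV, and the sites are 6 nucleotides apart. It was used at 44.5% ± 10.8 in control(RNAi) and 77.0% ± 6.99 in numr-1/2(RNAi) (SD, n = 3 each, adjusted p = 1.27e-08, limma-moderated quasi-binomial test). In R02F2.1 (WBGene00019831) the exon runs from 5505248 to 5505401 on chromosome III, with sites 6 nucleotides apart. Its levels were 17.8% ± 1.78 and 37.0% ± 1.23 (SD, n = 3 each, adjusted p = 2.98e-23, limma-moderated test), from 1294 to 1793 reads per library.

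In cdka-1 (WBGene00011955) the exon runs from 4660978 to 4661209 on chromosome III, and the sites are 30 nucleotides apart. The levels were 40.2% ± 17.6 and 80.5% ± 15.1 (SD, n = 3 each, adjusted p = 0.0335, limma-moderated test), from 13 to 34 reads per library. With cadmium, M4.1 differed by 19.0 and R02F2.1 by 5.39 percentage points between numr-1/2(RNAi) and control(RNAi) (adjusted p of 0.0169 and 0.000251 from the limma-moderated test). The difference of 29.8 points in cdka-1 with cadmium did not pass (adjusted p = 0.388 from the same limma-moderated test). Coordinates are those of the authors' tables, whose exon boundaries match WBcel235 for 94.6% of 18716 exon starts.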

### NUMR-1 promotes larval development in cadmium

Alternative mRNA splicing is essential for cell differentiation and tissue development [3]. To investigate the role of *numr-1* in development, we tested whether it influences larval growth of *C. elegans* in cadmium. Cadmium arrests larval development and decreases body size, and these effects were exacerbated by *numr-1/2* RNAi (Additional file 6: Figure S3). RNAi of *numr-1/2* did not affect body size under basal conditions indicating that the effects were specific to cadmium (Additional file 6: Figure S3). Therefore, NUMR-1 promotes larval development and growth in cadmium in addition to its previously reported role in promoting adult survival of cadmium and longevity [18].

### Silencing of spliceosome and integrator genes induces *numr-1*

Figure 1, Additional file 1: Figure S1, Additional file 5: Figure S2, and Additional file 6: Figure S3 provide evidence that NUMR-1 functions to influence RNA splicing and promotes tolerance of cadmium. To our knowledge, a stress-responsive gene that functions in RNA metabolism and splicing has not been described in metazoans [26, 27]. To gain insights into regulation of *numr-1*, we generated an integrated GFP reporter driven by the *numr-1* promoter (*numr-1p::GFP*). Fluorescence of *numr-1p::GFP* is increased by cadmium similar to endogenous *numr-1* as measured by qPCR (Additional file 7: Figure S4). We performed a genome-wide RNAi screen to identify genes that are required to maintain low basal *numr-1* expression and identified 170 dsRNA clones that activated *numr-1p::GFP* reproducibly (Additional file 8: Table S4). Using DAVID functional annotation analysis, we found a striking enrichment for RNA metabolic processes (Fig. 2a) [28]. Examples include RNA polymerase subunits, ribonucleoproteins, splicing factors, and subunits of the integrator complex (Fig. 2b).

**Fig. 2:**
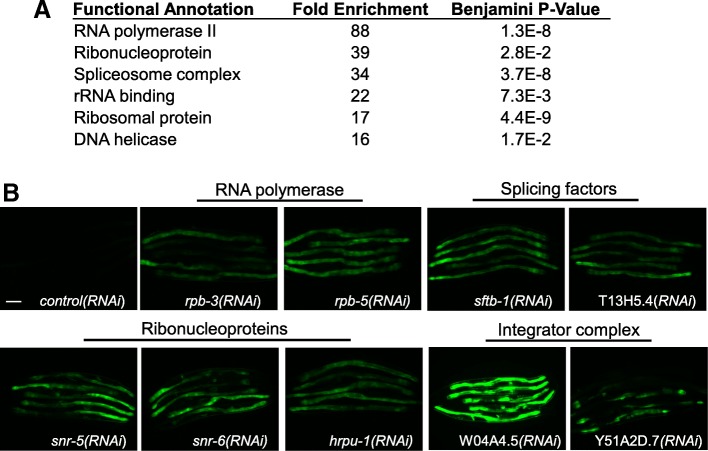
Silencing of genes functioning in RNA metabolism activates *numr-1.* **a** DAVID enrichment analysis of dsRNA clones that increased *numr-1p::GFP* fluorescence consistently. Complete list of RNAi hits shown in Additional file 8: Table S4. **b** Representative fluorescence micrographs of worms fed dsRNA targeting RNA metabolism genes that strongly activated the *numr-1p::GFP*; five worms are shown in each image; scale bar is 100 μm

W04A4.5 is the dsRNA clone that caused the greatest increase in *numr-1p::GFP* fluorescence (Fig. 2b), and this gene encodes a homolog of human integrator complex subunit-4 (*ints-4*). Integrator mediates 3′ end processing of snRNA molecules that function in the spliceosome. The snRNA molecules are transcribed by RNA polymerase II but are not polyadenylated after transcription; instead, snRNA molecules are post-transcriptionally processed and cleaved at the 3′ end by the integrator [5, 29, 30]. Using BLAST, we found *C. elegans* homologs for 10/14 human integrator subunits (Additional file 9: Table S5), which match those recently reported by others [7]. *C. elegans ints* genes have been named based on their human homologs (Additional file 9: Table S5). RNAi of five out of seven of these integrator homologs available in our library increased *numr-1p::GFP* fluorescence (Fig. 3a), and these results were confirmed for endogenous *numr-1* with qPCR (Fig. 3b). Therefore, in the absence of exogenous stress, *numr-1* is induced by disruption of well-characterized RNA metabolism genes and the integrator complex.

**Fig. 3:**
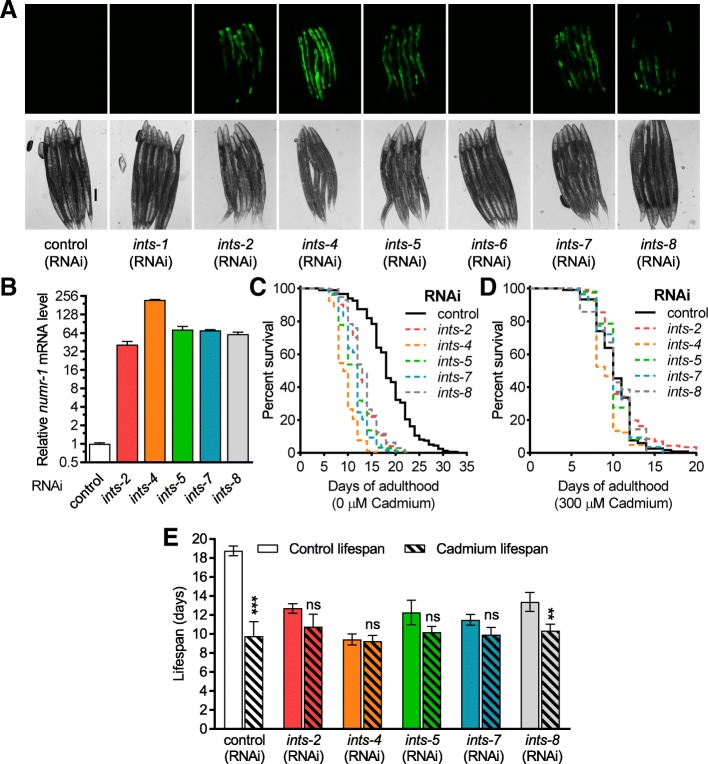
RNAi of integrator complex subunits induces *numr-1* and reduces survival of cadmium and longevity. **a** Representative fluorescence and DIC micrographs of worms fed dsRNA for *C. elegans* integrator complex subunits. Six worms are shown in each image, scale bar is 100 μm. N2 worms fed with control, *ints-2*, *ints-4*, *ints-5*, *ints-7*, or *ints-8* dsRNA were assessed for **b** fold changes in *numr-1* mRNA levels assessed by qPCR, **c** lifespan, and **d** survival of 300 μM cadmium from day 1 of adulthood. *N* = 4 replicates of 200–300 worms in **b** and two to three independent trials for (**c**, **d**). Statistics for individual trials in **c** and **d** are listed in Additional file 10: Table S6. In **b**, all integrator RNAi significantly increased *numr-1* mRNA with *P* < 0.001 compared to control dsRNA as determined by one-way ANOVA with Tukey post hoc tests. In **c**, all integrator RNAi significantly decreased the longevity of worms compared to control dsRNA as determined by the Log-rank test. **e** Median lifespans of individual trials from data in (**c**, **d**) and Additional file 10: Table S6. **P < 0.01 and ***P < 0.001 compared to corresponding control (0 μM cadmium) lifespan as determined by two-way ANOVA with Bonferroni post hoc tests

### Disruption of integrator complex decreases lifespan

Loss of integrator homologs was previously reported to have detrimental effects on embryonic and larval development [31]. To further investigate the physiological functions of the integrator complex, we used RNAi to knockdown subunits identified from the RNAi screen to evaluate their effects on *C. elegans* lifespan and cadmium resistance. On control plates without cadmium, RNAi of each of the five integrator subunits identified in our screen reduced the lifespan of N2 worms by 5 to 8 days (Fig. 3c–e, Additional file 10: Table S6). Alternatively, RNAi of four out of five of these integrator subunits had no effect on survival in the presence of 300 μM cadmium (Fig. 3d, e, Additional file 10: Table S6). This lack of an additive effect raises the possibility that integrator complex RNAi and cadmium reduce lifespan by similar mechanisms.

### Cadmium alters 3′ processing of snRNAs

Data in Figs. 2 and 3 establish disruption of RNA metabolism and integrator as strong endogenous stimuli for *numr-1*. We next tested if disruption of RNA metabolism could be a signal for inducing *numr-1* when integrator subunits are silenced. Loss of integrator function in human cell lines, mice, and *Drosophila* causes the failure of transcription termination of snRNA and aberrant 3′ polyadenylation [29, 30, 32, 33]. A recent study also reported the same effect when *C. elegans* integrator homologs are disrupted [7]. To verify altered snRNA processing in *C. elegans* under our conditions, we silenced the five integrator complex genes that influence *numr-1* expression (Fig. 3) and measured snRNAs. To differentiate between total and polyadenylated (misprocessed) snRNAs, we synthesized two sets of cDNA from each RNA sample: one using random primers and one using oligo-dT primers [29]. Of the five *C. elegans* snRNA transcripts (U1, U2, U4, U5, and U6), polyadenylated U2 and U4 were increased the most by integrator homolog RNAi (Fig. 4a); there was little effect on the other snRNAs. These results confirm that 3′ processing of some snRNA by integrator is conserved in *C. elegans*.

**Fig. 4:**
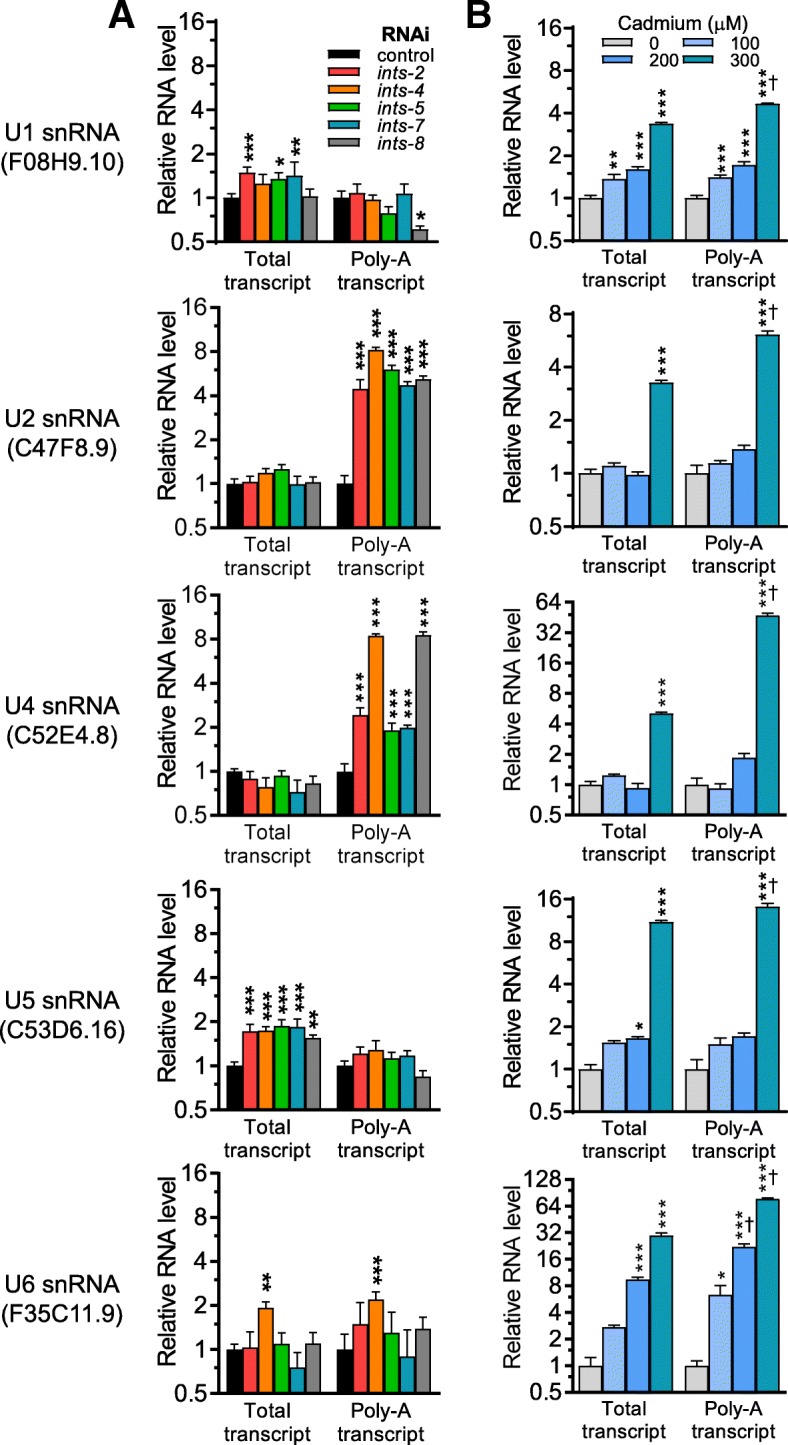
Cadmium disrupts snRNA 3′ processing. Fold change in total or polyadenylated (Poly-A) U1 snRNA (F08H9.10), U2 snRNA (C47F8.9), U4 snRNA (C52E4.8), U5 snRNA (C53D6.16), and U6 snRNA (F35C11.9) in N2 worms measured with qPCR. Worms were fed control, *ints-2*, *ints-4*, *ints-5*, *ints-7*, or *ints-8* dsRNA clones in **a** or exposed to 0, 100, 200, and 300 μM cadmium in **b***.* Random or oligo-dT primers were used to synthesize total or polyadenylated cDNA from each total RNA sample. *N* = 4 replicates of 200–300 worms. **a** *P < 0.05, **P < 0.01, or ***P < 0.001 compared to control dsRNA. **b** *P < 0.05, **P < 0.01, or ***P < 0.001 compared to 0 μM cadmium and ^†^*P* < 0.001 compared to the total transcript levels of the same cadmium concentration as determined by two-way ANOVA with Bonferroni post hoc tests

We next tested if cadmium also disrupts snRNA processing. Exposure of worms to 300 μM cadmium for 24 h increased all total and polyadenylated snRNAs that we measured, but with a consistently larger effect on the latter (Fig. 4b). Importantly, this exposure to cadmium is not acutely lethal as worms survive for multiple days (Fig. 3d). These results indicate that cadmium and integrator RNAi both disrupt 3′ processing of snRNAs.

### Disruption of integrator complex and cadmium alter RNA splicing

After snRNA transcripts are processed by the integrator complex, they interact with small nuclear ribonucleoproteins (snRNP) to form essential components of the spliceosome [1, 5]. Human cells with mutations in integrator complex subunits have genome-wide splicing defects consistent with malfunctioning snRNAs [34]. Given that cadmium and integrator disruption both alter 3′ processing of snRNAs (Fig. 4), we next tested for global changes in RNA processing using RNAseq. 

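The ints-4(RNAi) worms were sequenced without cadmium and after 300 μM cadmium for 12 h, with 3 libraries in each group, and share the control(RNAi) libraries of the numr-1/2(RNAi) experiment. Values, tests and thresholds are those described there. Reads over the same splicing events came to 752075 to 854629 per library (median 838606) in ints-4(RNAi) and to 630427 to 775323 (median 761032) in ints-4(RNAi) with cadmium. The authors' deposited expression table for ints-4(RNAi) with cadmium compares it with ints-4(RNAi) without cadmium, and the splicing table compares it with control(RNAi) with cadmium. Among all pairs of libraries within groups, inclusion levels had r from 0.926 to 0.964 across events.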

We used RNAi of *ints-4* because it caused the greatest induction of *numr-1/2* and misprocessing of *snRNAs* (Figs. 3 and 4); subunit-4 is also the most critical component of the *Drosophila* and human integrator complexes [35, 36]. 

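The targeted gene fell: ints-4 (WBGene00012234) was 1480 in control(RNAi) and 642 in ints-4(RNAi), 0.433 of control (adjusted p = 6.67e-12 in the authors' deposited table). The other 11 integrator subunit genes did not pass the rule; 5 of them were higher without the fold threshold. numr-1 rose 80.8-fold, from 3.12 to 252, and numr-2 9.88-fold, from 24.3 to 240; their sum was 27.2 in control(RNAi) and 492 in ints-4(RNAi).

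The largest rises were in genes with values near 0 in control(RNAi). The channel gene cng-1 went from 14.0 to 8040, D1005.5 from 3.78 to 1940, F25H2.15 from 1.34 to 2390 and str-148 from 1.03 to 1160. None of these 4 starts within 5 kb downstream of an snRNA gene. Such neighbours nevertheless rose often: of 55 genes that start within 5 kb downstream of an snRNA gene on the same strand, 21 (38.2%) were higher, against 6.93% of other genes (Fisher's exact test, p = 4.28e-11). W04G5.8, 295 bases from the nearest such gene, went from 3.05 to 2300, and srz-97, at 323 bases, from 0.987 to 759. With cadmium in control(RNAi), 8 of these 55 genes (14.5%) were higher, against 4.58% of other genes (p = 0.00349 by Fisher's exact test). Within 2 kb a similar share, 3 of 19 (15.8%), did not pass (Fisher's exact test, p = 0.0544), and within 10 kb 11 of 107 (10.3%, p = 0.0166) and on either strand 13 of 136 (9.56%, p = 0.0117) did. Of the 8 genes, 2 are the heat shock genes hsp-16.1 and hsp-16.49. Of 160 collagen genes, 71 were lower and 14 higher (73 and 14 adjusted over the list alone), and col-19, an adult collagen, fell to 0.113 of its control value. Of the vitellogenins 5 of 6 were lower, vit-5 at 0.055 of its control value.

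In all, 2524 genes passed the rule, 1298 higher and 1226 lower, by adjusted p in the authors' deposited table. Limma with Benjamini-Hochberg adjustment called 154 of the 1043 genes with reads over splicing events, 62 higher and 92 lower.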

RNAi of *ints-4* changed the expression of 1978 genes (1161 up and 817 down) (Additional file 2: Table S1). 

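Among genes that rose after both treatments, the pathogen response gene pals-40 went from 2.44 to 31.0 with cadmium and to 73.1 after ints-4(RNAi). skr-5 went from 1.35 to 19.0 and to 12.4 in the same order. ugt-6 and Y71G12B.18 fell after both, Y71G12B.18 to 0.015 and 0.0357 of the control value. Of the 851 genes raised by cadmium, 356 were raised by ints-4(RNAi), where independent lists of these sizes would share 59.8. Of the 489 lowered by cadmium, 243 were lowered by ints-4(RNAi), where 32.4 would be shared. Genes that moved in opposite directions numbered 26 and 12.

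Over 3227 genes called in either comparison, the log2 fold changes had r = 0.512, across genes, which are not independent replicates. Over the 637 genes called in both, r was 0.834.

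The pair shares the 3 control(RNAi) libraries. In the reads over splicing events the covariance was 0.489 over 242 genes (r = 0.58), and unchanged groups simulated against the same libraries gave a covariance of 0.0246, at most 0.0363 (r = 0.49). With the control(RNAi) libraries split 1 against 2 between the comparisons, a test added after the data were seen, the covariance was 0.426 to 0.491 over 6 splits (mean r = 0.532). Over all 1043 genes the same splits gave a lower covariance, 0.0565 to 0.114 (mean r = 0.258). The 242 genes were chosen with all control(RNAi) libraries in both comparisons, which the split does not undo.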

A clustered heat map of expression changes demonstrates striking similarity in the changes caused by 300 μM cadmium and *ints-4(RNAi)* (Fig. 5a; correlation coefficient is 0.47), particularly for genes upregulated. 

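Genes of lysozymes and pathogen response were enriched among those raised by ints-4(RNAi) (Fisher's exact test, 5.61e-20 after Benjamini-Hochberg adjustment), as were cytosolic heat shock proteins (0.00228 by the same test). pals-3 rose 52.9-fold, from 5.13 to 271, and pals-29 from 0.674 to 23.1. Of 53 genes of lysozymes and pathogen response, 30 were higher and 3 lower, the same adjusted over the list alone. Of the 20 cytosolic heat shock proteins, 7 were higher and none was lower, the same adjusted over the list alone; without the fold threshold 8 were higher and none was lower. hsp-16.11 rose 8.99-fold, hsp-16.49 5.0-fold, hsp-12.6 3.45-fold and hsp-16.41 3.04-fold. hsp-16.49 lies 1687 bases downstream of an snRNA gene and is 1 of the 21 rising neighbours. hsp-70 was 1.03-fold of control and did not pass. Of the histones, 10 of 48 were higher and none was lower (10 adjusted over the list alone), with 11 higher without the fold threshold. Of 46 splicing factor genes, 2 were higher, snr-7 at 2.3-fold and snr-5 at 2.03-fold, both Sm proteins of the snRNPs, and ptb-1 was lower. All of these changes are from group values of the authors' deposited table. In the reads over splicing events, ptb-1 changed by -0.602 on the log2 scale and did not pass (standard error 0.359, adjusted p = 0.341 from limma).

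At least 4-fold higher were 724 genes. They held 23 of the 53 genes of lysozymes and pathogen response (Fisher's exact test, 1.53e-17 after Benjamini-Hochberg adjustment over 24 lists) and 15 of 153 C-type lectins (0.0121). At least 4-fold lower were 348 genes, with 33 of 160 collagens (1.31e-23) and 6 of 69 cytochrome P450 genes (0.0113).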

The 662 genes that were upregulated at least fourfold by *ints-4(RNAi)* are enriched for membrane proteins and heat shock proteins (Additional file 3: Table S2), the latter consistent with activation of protein homeostasis responses. 

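Some genes moved in opposite directions after the 2 RNAi treatments. perm-4, a gene of the eggshell, was 0.152 of control after ints-4(RNAi) and 4.74-fold of control after numr-1/2(RNAi), and vit-3 was 0.0383 and 4.5-fold of control. Of the 1226 genes lowered by ints-4(RNAi), 262 were raised by numr-1/2(RNAi), where independent lists would share 71.1, and 95 were lowered by both, where 60.8 would be shared. The genes raised by both numbered 57, where 75.2 would be shared. Over the 4003 genes called in either comparison r was -0.047, across genes. With a group value of at least 10 in all groups r was 0.014. In the reads over splicing events the covariance was 0.0392 over 344 genes (r = 0.05), and unchanged groups simulated against the same control(RNAi) libraries gave 0.0289 (r = 0.5). With these libraries split 1 against 2 between the comparisons, a test added after the data were seen, the covariance was -0.0827 to 0.131 over 6 splits.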

There is no correlation between the gene expression changes caused by *ints-4(RNAi)* and *numr-1/2(RNAi)* (Additional file 11: Figure S5A-B).

**Fig. 5:**
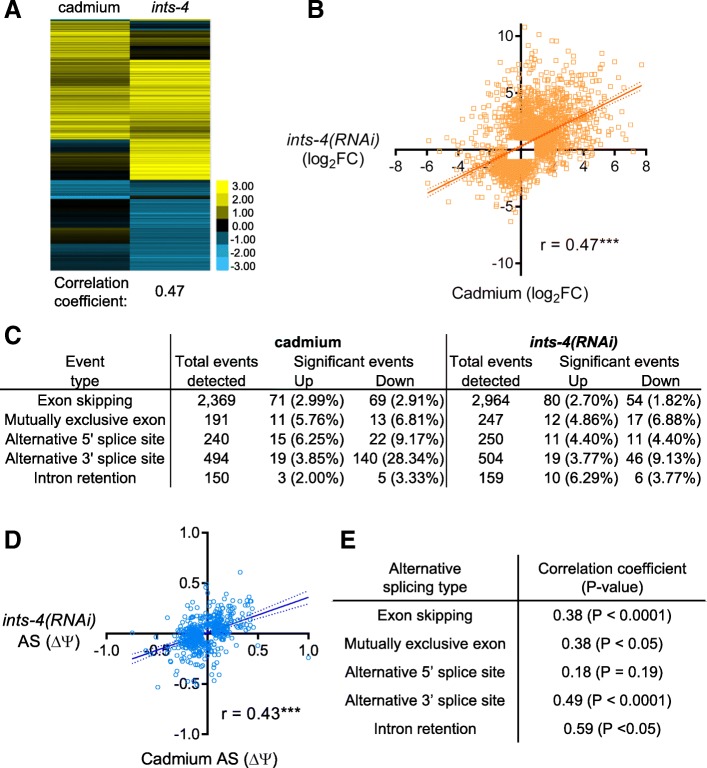
RNA splicing is disrupted by cadmium or RNAi of integrator complex. **a** Clustered heat map of log_2_ gene expression changes caused by 300 μM cadmium relative to no cadmium and *ints-4(RNAi)* relative to *control(RNAi)* on agar without cadmium*.* Correlation coefficient is shown below. A list by gene is provided in Additional file 2: Table S1. **b** Linear regression analysis of fold changes in panel **a**; ***P < 0.001 by linear regression *F* test. **c** Number of genes alternatively spliced within each category by cadmium or *ints-4(RNAi)*. Lists by gene are provided in Additional file 12: Table S7 and Additional file 13: Table S8. Percentage of events that were significantly changed are provided in parentheses. **d** Linear regression analysis of ΔΨ values for all significantly altered splicing events caused by *ints-4(RNAi)* or cadmium, ***P < 0.001 by linear regression *F* test. **e** Correlation coefficients and linear regression *P* values for each type of splicing event change caused by cadmium and *ints-4(RNAi)*

Cadmium and *ints-4(RNAi)* caused 368 and 266 statistically significant alternative splicing events, respectively (Fig. 5c, Additional file 12: Table S7, Additional file 13: Table S8). 

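By the naming rule, the largest change by cadmium was at a 3′ splice site of Y52B11A.2. Its longer exon, at 10968559 to 10968726 on chromosome I, was used at 66.3% ± 2.86 in control(RNAi) and 9.99% ± 8.72 with cadmium (SD, n = 3 each, adjusted p = 2.93e-07, limma-moderated quasi-binomial test). lin-41, a regulator of developmental timing, had 47.2% ± 8.18 in control(RNAi), 10.7% ± 2.26 with cadmium and 19.1% ± 6.39 after ints-4(RNAi) (SD, n = 3 each, adjusted p of 0.0261 and 0.0146, limma-moderated test). A mutually exclusive exon of F08B12.4 was used at 34.3% ± 1.32, 54.1% ± 1.61 and 51.5% ± 0.238 in the same order (SD, n = 3 each, adjusted p of 2.26e-27 and 1.68e-31, limma-moderated test). After ints-4(RNAi) a skipped exon of C50B8.6 rose from 54.0% ± 2.83 to 94.1% ± 5.2 (SD, n = 3 each, adjusted p = 0.000213, limma-moderated test).

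By cadmium 105 of 2586 events passed at a Benjamini-Hochberg adjusted p below 0.05, 28 higher and 77 lower. Of 428 alternative 3′ splice sites, 1 was higher and 52 were lower (exact binomial test against 50%, two-sided, p = 1.2e-14). Such events share libraries and are not independent, which this binomial p and the next leave out of account. After ints-4(RNAi) 59 of 2817 events passed, 27 higher and 32 lower, among them none higher and 8 lower of 444 alternative 3′ splice sites (p = 0.00781 by the exact binomial test). This call was lost with any 1 library left out (exact binomial p from 0.0625 to 0.125), and over all 444 sites 209 changed above 0. At an unadjusted p below 0.05, 14 of these 3′ sites were higher and 38 lower. The limma test of log2 ratios called 0 events by cadmium and 1 after ints-4(RNAi), with 97 higher and 135 lower, and 103 higher and 142 lower, at an unadjusted p below 0.05. Leaving out 1 library gave 41 to 76 events by cadmium, the lowest without control(RNAi) replicate 2, and 31 to 54 after ints-4(RNAi), the lowest without ints-4(RNAi) replicate 1.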

To test if a correlation exists for the extent of alternative splicing, we performed linear regression analysis on relative percentage spliced in index scores (PSI, ΔΨ), which are a measure of the degree of alternative splicing*.* As shown in Fig. 5d, ΔΨ values for cadmium and *ints-4(RNAi)* alternate splicing events are highly correlated with a correlation coefficient of 0.43 (*P* < 0.001). 

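Events that passed in both comparisons shifted the same way with few exceptions. A 3′ splice site of mex-3, which encodes an RNA-binding protein, fell by 20.8 percentage points with cadmium and by 14.4 after ints-4(RNAi). A skipped exon of Y75B8A.6 rose by 39.9 and 28.2 points. An exon of rskn-1, which encodes a ribosomal S6 kinase, fell by 30.2 points with cadmium and fell by 21.8 points after ints-4(RNAi). Of 21 events called in both, 12 fell in both and 8 rose in both, where independent lists would share 0.93 and 0.257. The remaining event fell with cadmium and rose after ints-4(RNAi).

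Over the 127 events called in either comparison and tested in both, ΔΨ had r = 0.639 (Spearman's rho 0.629), across events, which are not independent replicates. Over all 2149 events tested in both, r was 0.456. The covariance was 0.0138, and unchanged groups simulated against the same control(RNAi) libraries gave 0.00155, at most 0.00391 (r = 0.499). With these libraries split 1 against 2 between the comparisons, a test added after the data were seen, the covariance over the 127 events was 0.011 to 0.0134 over 6 splits (mean r = 0.495). Over all 2149 events the split lowered the covariance from 0.00272 to a mean of 0.000702, and r to a mean of 0.086. The 127 events were chosen with all control(RNAi) libraries in both comparisons, which the split does not undo.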

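Skipped exons and 3′ splice sites hold most of the events called after cadmium or ints-4(RNAi). A skipped exon of nmy-1, which encodes a non-muscle myosin, rose from 15.9% ± 3.94 to 44.3% ± 12.0 after ints-4(RNAi) (SD, n = 3 each, adjusted p = 0.0297, limma-moderated quasi-binomial test). A mutually exclusive exon of atn-1, which encodes alpha-actinin, fell from 85.2% ± 4.27 to 68.8% ± 4.27 with cadmium (SD, n = 3 each, adjusted p = 1.3e-05, limma-moderated test). At a 5′ splice site of ZK180.5 the level fell from 87.2% ± 1.44 to 65.7% ± 6.3 after ints-4(RNAi) (SD, n = 3 each, adjusted p = 9.42e-22, limma-moderated test).

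By type, ΔΨ of cadmium and ints-4(RNAi) had r = 0.562 over 56 alternative 3′ splice sites and r = 0.553 over 49 skipped exons called in either comparison. The comparisons share the control(RNAi) libraries, and unchanged groups simulated against these gave r = 0.5 for the 3′ sites and r = 0.495 for the skipped exons. The covariance was 0.00391 for the 3′ sites (simulated 0.00152) and 0.0148 for the skipped exons (simulated 0.00194). With these libraries split 1 against 2 between the comparisons, a test added after the data were seen, r over 6 splits was 0.099 to 0.513 for the 3′ sites and 0.285 to 0.517 for the skipped exons. These events were chosen with all control(RNAi) libraries in both comparisons, a choice that the split does not undo. For 9 mutually exclusive exons r was 0.769 (simulated 0.472, split 0.485 to 0.816) and for 9 alternative 5′ splice sites 0.554 (simulated 0.444, split 0.472 to 0.603). Of the retained introns 2 passed in each comparison, too few for a correlation. Over events significant by the authors' rMATS, r was 0.508 for 187 3′ sites, 0.518 for 217 skipped exons, 0.437 for 38 mutually exclusive exons, 0.622 for 22 retained introns and 0.184 for 51 5′ sites, with the control libraries shared in the same way.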

We also analyzed the five different alternative splicing types separately and found significant ΔΨ correlation for four out of five splicing categories (Fig. 5e). In contrast, no correlation of ΔΨ values was found between spliced event changes caused by *numr-1/2(RNAi)* and *ints-4(RNAi)*, and ΔΨ values for *numr-1/2(RNAi)* and cadmium were only weakly negatively correlated (*r* = − 0.09; *P* = 0.02) (Additional file 11: Figure S5C-D). 

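The 3′ splice sites that rose after numr-1/2(RNAi) overlap with those that fell with cadmium. lst-4 rose by 19.6 percentage points after numr-1/2(RNAi) and fell by 28.7 with cadmium, and mel-11, which encodes a myosin phosphatase subunit, rose by 17.6 and fell by 24.9 points. Of 52 sites lowered by cadmium, 31 were raised by numr-1/2(RNAi), where independent lists would share 14.4. None was lowered, where only 0.383 would be shared. Against numr-1/2(RNAi) with cadmium, 48 of 52 were raised, where 17.1 would be shared. That comparison has the cadmium libraries of control(RNAi) in common with the first.

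Over the 243 events called in either comparison, ΔΨ of cadmium and numr-1/2(RNAi) had r = -0.245 (rho -0.291), across events; over all 2137 events tested in both r was -0.119. The covariance was -0.00442, and unchanged groups simulated against the shared control(RNAi) libraries gave 0.00161 (r = 0.46). Within types, r was -0.038 over 138 alternative 3′ splice sites and -0.014 over 71 skipped exons. The simulated r was 0.455 for these 3′ sites and 0.468 for these skipped exons. Against numr-1/2(RNAi) with cadmium r was -0.778 over 229 events, with a covariance of -0.0157 and a simulated value of -0.00129 (r = -0.52). For ints-4(RNAi) and numr-1/2(RNAi) r was -0.093 over 222 events, with a covariance of -0.00146 and a simulated value of 0.00141 (r = 0.499). Over all their 2151 events r was 0.118. Over their 3′ splice sites alone r was 0.359, where the simulated r was 0.52. With the shared libraries split 1 against 2 between the comparisons, a test added after the data were seen, the mean r of the 3 pairs was -0.305, -0.631 and -0.185. For ints-4(RNAi) and numr-1/2(RNAi) it was -0.141 over all events and 0.06 over the 3′ splice sites. The called events of the 3 pairs were again chosen with all shared libraries.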

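Loss of ints-4 and cadmium were also combined. With cadmium in both groups, 34 of 2099 events differed between ints-4(RNAi) and control(RNAi), 21 higher and 13 lower, and all 10 that passed among 397 alternative 3′ splice sites were higher in ints-4(RNAi) (exact binomial test, two-sided, p = 0.00195). That call was lost with 1 event per gene (exact binomial test, p = 0.0625). It was also lost without ints-4(RNAi) with cadmium replicate 1 and without control(RNAi) with cadmium replicate 2 (p = 0.125 and 0.109 by the same exact binomial test). Over all 397 sites 247 changed above 0 and 150 below. The binomial test treats these events as independent, although they share libraries. dnj-5 rose from 48.3% ± 15.7 to 73.8% ± 4.75 and mtm-3, which encodes a myotubularin, from 0.398% ± 0.689 to 24.8% ± 7.46 (SD, n = 3 each, adjusted p of 0.000401 and 0.000223, limma-moderated quasi-binomial test). An exon of blmp-1 fell from 80.8% ± 4.8 to 43.1% ± 9.73 (SD, n = 3 each, adjusted p = 8.94e-07, limma-moderated test). The limma test of log2 ratios called 0 events here, with 88 higher and 89 lower at an unadjusted p below 0.05. Leaving out 1 library gave 12 to 34 events, the lowest without ints-4(RNAi) with cadmium replicate 1. By fold change alone, 3661 genes differed at least 2-fold between these groups, 1952 higher and 1709 lower. Of these, 23 of 48 histones were higher and 86 of 160 collagens lower. For its conclusion on these treatments without this combination, the paper cites its Fig. 5.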

Taken together, results in Fig. 5 demonstrate that cadmium and integrator knockdown lead to overlapping changes in gene expression and mRNA splicing.

### HSF-1 regulates *numr-1*

To gain insights into the signaling mechanism that activates *numr-1*, we performed an RNAi screen to identify transcription factors required for *numr-1p::GFP* fluorescence. RNAi of three *C. elegans* transcription factors, *ceh-24* (*C. elegans* homeobox-24)*, fkh-6* (forkhead transcription factor family-6)*,* and *hsf-1* (heat shock factor-1), led to a significant reduction of *numr-1* mRNA (Additional file 14: Figure S6) with *hsf-1* the strongest and most consistent (Fig. 6a, b). 

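In the RNA-seq libraries with 300 μM cadmium for 12 h, the genes of the hsp-16 family rose most among the cytosolic heat shock proteins. hsp-16.41 (WBGene00002018) rose 32-fold, from 117 to 3730, and hsp-16.2 11.7-fold, from 128 to 1500. hsp-16.49 went from 8.34 to 77.5, hsp-16.48 from 6.05 to 74.3 and hsp-16.11 from 4.0 to 60.8. hsp-70 rose 3.69-fold. Of the 20 cytosolic heat shock proteins 8 were higher and none was lower (8 higher and 1 lower adjusted over the list alone), by adjusted p in the authors' deposited table. Without the fold threshold 9 were higher and none was lower. The value of hsf-1 itself was 0.909 of control and did not pass. The ER chaperone gene hsp-4 rose 2.28-fold and the mitochondrial chaperone gene hsp-6 was 0.621 of control. Genes of the hsp-16 family are near-identical pairs that can share reads, so the value of each member is uncertain.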

Using qPCR, we next found that four cytosolic heat shock protein genes regulated by HSF-1 were induced by 100 μM cadmium indicating that the canonical heat shock response is activated in addition to *numr-1* (Fig. 6c); heat shock protein mRNA was also increased by 300 μM cadmium in RNAseq experiments (Additional file 2: Table S1, Additional file 3: Table S2). As others have reported, loss of *hsf-1* strongly decreases lifespan (Fig. 6d) [37]. Similar to *ints* subunit RNAi (Fig. 3), we found that 300 μM cadmium had no additive effect with *hsf-1(RNAi)* consistent with cadmium causing a type of cellular damage that overlaps with loss of HSF-1.

**Fig. 6:**
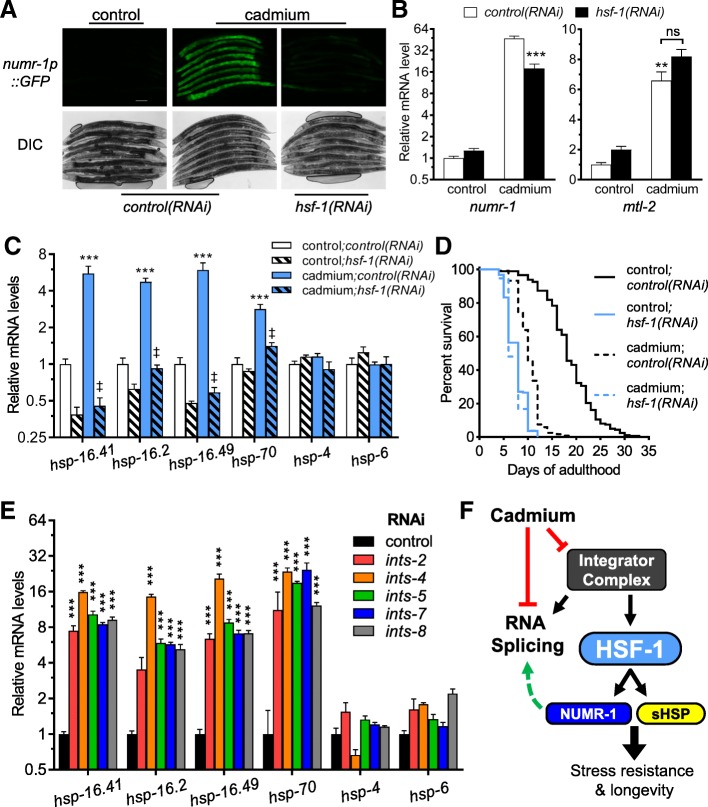
HSF-1 is required for full induction of *numr-1*. **a** Representative fluorescence and DIC micrographs of worms expressing *numr-1p::GFP* fed control or *hsf-1* dsRNA and treated with 0 (control) or 100 μM cadmium for 24 h. Eight worms are shown in each image; scale bar is 100 μm. Fold changes in *numr-1* (**b**), *mtl-2* (**b**), or heat shock protein gene (**c**) mRNA levels in N2 worms fed control or *hsf-1* dsRNA and treated with 0 (control) or 100 μM cadmium for 24 h as measured by qPCR. For **b** and **c**, *N* = 4 replicates of 200–300 worms. **P< 0.01 or ***P < 0.001 compared to control;*control(RNAi)* and ^‡^*P* < 0.001 compared to cadmium;*control(RNAi)* as determined by two-way ANOVA with Bonferroni post hoc tests. **d** Lifespan of N2 worms fed control or *hsf-1* dsRNA grown in the absence (control) or presence of 300 μM cadmium starting on day 1 of adulthood. Combined results are shown and statistics for individual trials are listed in Additional file 15: Table S9. The control data are the same as in Fig. 3c, d and listed in Additional file 4: Table S3. **e** Fold change in heat shock protein gene mRNAs in N2 worms fed with control, *ints-2*, *ints-4*, *ints-5*, *ints-7*, or *ints-8* dsRNA. ***P < 0.001 compared to control dsRNA as determined by two-way ANOVA with Bonferroni post hoc tests, *N* = 4 replicates with each replicate containing 200–300 worms. **f** Proposed model. Cadmium disrupts RNA splicing in part via RNA processing by the integrator complex as evident by a change in snRNA. Following integrator complex disruption, an *hsf-1*-dependent transcriptional response is activated to induce the expression of small heat shock protein genes and an RRM-like domain containing gene named *numr-1* that promotes RNA splicing, longevity, and stress resistance

Heat shock protein genes of the endoplasmic reticulum (*hsp-4*) and mitochondrial (*hsp-6*) unfolded protein responses were not induced by 100 μM cadmium (Fig. 6c), suggesting specificity to the cytosolic response. Furthermore, RNAi of *hsf-1* did not reduce activation of the canonical heavy metal response gene *mtl-*2 (metallothionein-2) (Fig. 6b), which was previously shown to be regulated by transcription factor DAF-16/FOXO [38, 39]. Therefore, during cadmium exposure, HSF-1 is required for full activation of *numr-1* and the cytosolic heat shock response without affecting metal chelator or broader organelle-specific protein damage responses.

### Disruption of integrator complex induces the heat shock response

A previous study observed an increase in *hsp70p::GFP* fluorescence with RNAi of integrator complex subunit 4 (W04A4.5) [40] suggesting that, like cadmium, integrator disruption activates the heat shock response. As shown in Fig. 6e, RNAi of integrator subunits induces the same four cytosolic heat shock protein genes that were induced by cadmium (Fig. 6c). Taken together, these results are consistent with HSF-1 functioning to activate *numr-1* and cytosolic heat shock proteins when RNA metabolism is disrupted by cadmium or integrator silencing.

## Discussion

RNA metabolism is an extremely complex process with broad relevance to fundamental eukaryotic cell functions, pathogenesis, and aging. Relative to protein homeostasis, we know very little about how animal cells sense and respond to the disruption of RNA metabolism by environmental stress [10, 17, 26]. The intron-less gene *numr-1* was previously shown to encode a small nuclear protein that promotes longevity and is induced strongly by cadmium [18]. We find that NUMR-1 contains motifs similar to splicing factors, affects splicing *in vivo*, and promotes larval development in cadmium (Fig. 1, Additional file 1: Figure S1, Additional file 5: Figure S2, Additional file 6: Figure S3). Although stress-inducible splicing factors have not been previously identified in animals, a stress-inducible splicing factor named *SR34b* in the plant model *Arabidopsis* is also induced by cadmium, and *SR34b* mutation sensitizes plants to cadmium [41]. The presence of stress-inducible SR-like proteins in two different kingdoms is consistent with their fundamental importance to eukaryotic cell function during conditions that disrupt RNA metabolism.

Our genome-wide RNAi screen revealed that *numr-1* is strongly and specifically induced by disruption of endogenous RNA metabolic processes including the metazoan-specific integrator complex, which processes snRNA 3′ ends for functioning in the spliceosome [5, 6]. RNAi of integrator in *C. elegans* alters 3′ end processing of snRNA and RNA splicing in a manner similar to cadmium (Figs. 4 and 5). Because *numr-1* and the cytosolic heat shock response are adaptive responses to cadmium that are also activated by RNAi of integrator (Figs. 3 and 6), we propose that integrator processing of snRNAs may act as a surveillance mechanism for cadmium-induced molecular damage (Fig. 6f). Cadmium has broad effects in cells that are often attributed to oxidative stress [42]; direct effects on dsDNA structure have also been reported [43]. It remains to be determined how cadmium alters integrator processing of snRNAs, but it is conceivable that one or more of the protein-protein or protein-RNA interactions within integrator are altered directly by cadmium or redox changes, or indirectly by a signaling mechanism [6]. Interestingly, *numr-1* expression is far more sensitive to cadmium than other heavy metals suggesting specificity in the mechanism [18]. Given that integrator function is highly conserved [44], it could also be a potential target of cadmium in mammalian cells.

Other core cell processes are also used to detect stress. For example, disruption of protein translation is a signal for induction of osmotic response genes, protein miss-folding is a signal for the heat shock response, and loss of ribosome, mitochondria, and vesicle transport is a signal for detoxification responses [45–49]. This general strategy also extends to the tissue level as we recently identified a specific type of extracellular matrix disruption that induces three distinct stress responses in *C. elegans* [50].

Interestingly, RNAi of integrator subunit 4 had the largest effects on RNA splicing, *numr-1* expression, *hsp* expression, stress resistance, and longevity(Figs. 2, 3, and 6). Although some of these differences could be caused by variation in RNAi sensitivity, disruption of subunit 4 also has the largest effects on RNA processing and development in *Drosophila* and subunit 4 was recently shown to function as a scaffold for the catalytic core of human integrator complex [35, 36].

The full composition of integrator, interactions between subunits and accessory proteins, and regulation of integrator are active areas of research with relevance to transcription, cell cycle control, and a growing list of pathologies [6, 7]. Integrator mutation or silencing disrupts multiple steps of development and cell differentiation in *C. elegans*, *Drosophila*, zebrafish, and mouse cells [33, 51–54]. The human INTS6 (originally named deleted in cancer 1, DICE1) was first identified as a tumor suppressor in lung and squamous cell carcinomas and was recently shown to also act as a tumor suppressor in hepatocellular carcinomas [55–57]. INTS2 and INTS8 are also miss-expressed or mutated in many cancers [6]. Our study establishes cadmium regulation of *numr-1* in *C. elegans* as a paradigm for understanding interactions between integrator and the environment that is amenable to genetic analysis in a whole-animal context.

### HSF-1 and the cadmium stress response

Heat shock factors are highly conserved master regulators of heat shock protein chaperone genes under many conditions that perturb protein homeostasis. Cadmium was previously shown to activate heat shock factor in cultured mammalian cells [58–60]. As mentioned above, heat shock factors were also previously shown to respond to RNA splicing disruption by promoting expression of intronless *hsp* genes [15]. Our results demonstrate that the *C. elegans* cytosolic heat shock response is also activated by cadmium and is required for full induction of *numr-1* (Fig. 6 and Additional file 14: Figure S6). Unlike our results during exposure to cadmium (Fig. 6), *numr-1* is not induced by heat shock and is not dependent on HSF-1 under control or heat shock conditions in *C. elegans* [61]. The upstream regulatory region of *numr-1* does not contain a heat shock binding element [62]. Therefore, regulation of *numr-1* by HSF-1 is likely to be indirect and specific to conditions that target RNA metabolism.

HSF-1 has recently been shown to co-localize with pre-mRNA splicing factors in the nucleus of stressed cells within loci termed nuclear stress bodies (nSBs). These nSBs are thought to be sites of transcription and splicing of stress-induced transcripts [63, 64]. Interestingly, NUMR-1::GFP fusion proteins were previously shown to localize to nuclear loci with HSF-1::mCherry in *C. elegans* in response to cadmium [18]. It remains to be determined whether NUMR-1 functions to promote processing of transcripts at these loci.

## Materials and methods

### *C. elegans *strains

All *C. elegans* strains were cultured at 20 °C using standard methods [65]. The following strains were used in this study: N2 Bristol and QV151 *qvIs4[numr-1p::GFP]*.

### Analysis of NUMR-1 sequence

NUMR-1 secondary structure was predicted with JPred4 [22]. Integrator subunit BLAST searches were conducted within WormBase [31].

### RNAi experiments and genome-wide RNAi screen

A genome-wide RNAi screen was performed by feeding worms with *Escherichia coli* [HT115(DE3)] engineered to transcribe double-stranded RNA (dsRNA) homologous to *C. elegans* target genes using methods described previously [66, 67]. The complete ORFeome RNAi feeding library (Open Biosystems, Huntsville, AL) was screened in addition to clones supplemented from the original MRC genomic RNAi feeding library (Geneservice, Cambridge, UK). Briefly, synchronized L1 larvae of QV151 *C. elegans* were grown in liquid medium supplemented with dsRNA-producing bacteria for 3 days and screened manually for *numr-1p::GFP* fluorescence with a Zeiss Stemi SV12 microscope. Positive dsRNA clones were rescreened for three additional trials. dsRNA clones with positive results from all three trials are listed in Additional file 8: Table S4. To identify transcription factors that regulated *numr-1p::GFP*, *C. elegans* were grown in the same manner as described above using a transcription factor specific RNAi sub-library created from the ORFeome and MRC RNAi collections. After 3 days of dsRNA feeding, *C. elegans* were incubated with 100 μM of cadmium for 24 h to induce *numr-1p::GFP*, followed by manual fluorescent screening to identify transcription factor knockdowns that blocked cadmium-induced *numr-1p::GFP* activation. All subsequent RNAi experiments were performed with nematode growth medium (NGM) agar plates in the presence of 50 μg mL^−1^ carbenicillin and 0.2% β-lactose. RNAi feeding experiments on agar plates were all initiated at the synchronized L1 larval stage for 48–72 h before worms were used for subsequent experiments. The pPD129.36 (LH4440) clone was used as a control RNAi; it expresses a 202-bp dsRNA that is not homologous to any *C. elegans* genes.

### Fluorescent reporter analysis and PCR

To visualize the *C. elegans* fluorescent reporters under cadmium stress, worms were treated with either 100 μM of cadmium diluted in NGM buffer or NGM buffer alone as a control for 24 h at the L4/young adult (YA) stage. For RNAi experiments, worms were fed with appropriate dsRNA from L1 larvae to YA, or to the indicated worm age, before being imaged. Worms were mounted on 2% agarose pads with 5 mM levamisole and imaged using an Olympus BX60 microscope with a Zeiss AxioCam MRm camera fitted with either a GFP or a RFP filter (Center Valley, PA). To image whole worms that exceed the viewing plane under × 10 magnifications, multiple images were taken and merged into a single composite (Additional file 7: Figure S4).

Quantitative PCR (qPCR) assays were carried out as described previously using the delta-delta Ct method [68]. For all PCR assays, four replicate RNA samples were extracted per condition with each sample containing 100–300 synchronized worms. For samples from RNAi experiments, RNA was extracted from worms fed with the corresponding dsRNA from L1 larvae to young adult stage. For samples from cadmium exposure experiments, RNA was extracted from worms after exposure to cadmium for 24 h at the young adult stage. For analysis of snRNA transcripts, either random primers or oligo-dT primers were used to synthesize cDNA. All qPCR reactions were performed in 10 μL reaction volumes with a realplex^2^ (Eppendorf AG, Hamburg, Germany) with all data analyzed by normalization to the *rpl-2* gene as an internal reference. Primers used for qPCR are available on request.

### RNA/DNA assay

Worms were grown and treated the same as for whole-transcriptome RNA sequencing. For each biological replicate, five worms were picked to 10 μl of lysis buffer (5 mM Tris pH 8.0, 0.5% Triton X-100, 0.5% Tween 20, 0.25 mM EDTA, and 1 mg/ml proteinase K) and frozen at − 80 °C. Tubes containing frozen worms were placed immediately into a thermocycler and incubated 10 min at 65 °C and 2 min at 85 °C. Concentrations of RNA and DNA were determined with Promega Quantifluor dsDNA System (E2670) and Quantifluor RNA System (E3310). *N* = 5 biological replicates were used.

### Whole-transcriptome RNA sequencing

N2 worms were synchronized at the L1 larval stage and grown on RNAi agar plates seeded with either control, *numr-1/2*, or *ints-4* dsRNA-expressing bacteria until the late L3 stage. Worms were then collected in liquid NGM buffer and transferred to new RNAi agar plates containing either 0 or 300 μM cadmium for 12 h. For each of the six treatment groups, total RNA was extracted from three biological replicates of late L4 to young adult worms using an RNAqueous-Micro Total RNA isolation kit (ThermoFisher Scientific, AM1931) and sent to Novogene (Sacramento, CA) for oligo(dT) library construction, sequencing, mapping, and statistical analysis. HISAT2 was used to map sequences to the *C. elegans* reference genome [69]. Between 75 and 87 million clean reads and 11.4 and 13.1 Gbp were obtained from each sample; raw sequence data is available at Gene Expression Omnibus (GSE129970). Alternative splicing analysis was performed with rMATS using the total number of junction counts and reads on targets to quantify alternative splicing events [70, 71]. Gene Ontology enrichment was identified with DAVID functional analysis using high stringency, and we report Benjamini adjusted *P* values [28].

Differential expression analysis was carried out using DEGSeq, and we only considered transcripts detected in all treatment groups with changes of at least twofold. Because we are focused on environmental response and wanted to avoid differential gene expression changes caused indirectly by development, we also filtered out genes previously identified from ModEncode data to be enriched in one of the developmental stages potentially present in our samples (L4 larval, young adult, early embryo stages) [72]. To generate heat maps, differentially expressed genes were clustered with Gene Cluster 3.0 using correlation (uncentered) average linkage and mapped with Java Treeview 1.1.6r4.

### Lifespan, stress resistance, and developmental assays

For lifespan assays, synchronized L1 larvae were grown on NGM agar plates seeded dsRNA and scored for survival every 1 to 2 days starting at the third day of adulthood. For cadmium resistance assays, synchronized worms were grown under standard conditions from L1 to YA and then transferred onto appropriately seeded dsRNA NGM agar plates containing 300 μM cadmium. For both lifespan and stress resistance assays, adult worms were picked manually while gravid to avoid offspring. Worms with protruding gonad or intestine were censored, and worms were counted dead if they did not respond to gentle prodding with pick.

For developmental assays, synchronized L1 worms were fed dsRNA on NGM agar plates containing 0 or 250 μM of cadmium for 70 h before being imaged and quantified for body length using ImageJ. F_1_ offspring obtained from P_0_ worms fed with *numr-1/2* dsRNA were used for this assay to ensure silencing in early larvae. At least three independent trials were performed for all assays (with the exception of *ints-5* cadmium survival where only two trials were recorded), with the number of animals used in each experiment described in the corresponding supplementary table.

### Statistical analyses

With the exception of expression heat maps, data were analyzed and graphed using the Prism software 5.04 (La Jolla, CA) with Student’s *t* test performed when two means were compared, one-way ANOVA with Tukey’s post hoc test when multiple comparisons were performed with one factor, and two-way ANOVA with Bonferroni post hoc test in comparison over two factors. Longevity and survival assays were analyzed by the Log-rank test using the OASIS online statistic tool [73]. Linear regressions were analyzed by the *F* test. Statistical significance is indicated in each figure legend with *P < 0.05, **P < 0.01, and ^‡^/***P < 0.001. All *P* values for RNAseq analyses were corrected for FDR.

## Additional files

Additional file 1: **Figure S1.** NUMR-1 secondary protein structure prediction. (A) Jpred 4 analysis of NUMR-1 protein sequence reveals an N-terminal RRM-like domain from amino acids 23-87 defined by four beta strands (green) and two alpha helices (red) arranged in the order of β-α-β-β-α-β [22]. Similar structural arrangement of the RRM motif is found in a canonical SR protein and splicing factor, human serine- and arginine-rich splicing factor 2 (SRSF2) protein. (B) Complete amino acid sequence of the NUMR-1 protein highlighted with motifs identified in Fig. 1.

Additional file 2: **Table S1.** Differential gene expression.

Additional file 3: **Table S2.** DAVID gene enrichments.

Additional file 4: **Table S3.** *numr-1* RNAi alternative splicing.

Additional file 5: **Figure S2.** RNAi of *numr-1*/2 affects alternative 3′ splice site selection. Representative genome coverage tracks for alternative 3′ splice acceptor sites in *cdka-1,* M4.1, and R02F2.1 for control and *numr-1/2(RNAi)* samples.

Additional file 6: **Figure S3.** *numr-1* influences larval growth in cadmium. Effects of *numr-1/2(RNAi)* on body length of *C. elegans* grown with 0 or 250 μM cadmium assessed 70 h after hatching from L1 larvae. L1 *numr-1/2(RNAi)* worms were the F_1_ population obtained from P_0_ that were fed with *numr-1/2* RNAi. ***P < 0.001 compared to *control(RNAi)* as determined by Student’s *t* test, with 72–75 animals measured per condition from 3 trials. Scale bar is 100 μm.

Additional file 7: **Figure S4.** The *numr-1* GFP reporter and endogenous mRNA are activated by cadmium. (A) *numr-1p::GFP* representative fluorescence and DIC micrographs of worms exposure to control NGM buffer or NGM buffer with 100 μM of cadmium for 24 h at the L4/YA stage. Six worms are shown in each image, scale bar is 100 μm. (B) Relative mRNA levels of the *numr-1* gene in control and 100-μM-cadmium-treated N2 worms for 24 h as assessed by qPCR. This data is replotted from Fig. 6b. *N* = 4 replicates of 200–300 worms. ***P < 0.001 compared to control as determined by Student’s *t* test.

Additional file 8: **Table S4.** Gene dsRNAs that induce *numr-1p*::GFP.

Additional file 9: **Table S5.** Integrator complex subunit homology.

Additional file 10: **Table S6.** Integrator longevity and cadmium survival.

Additional file 11: **Figure S5.** *ints-4* and *numr-1* gene expression and alternative splicing effects are not correlated. (A) Clustered heat map of log_2_ gene expression changes caused by *numr-1/2(RNAi)* and *ints-4(RNAi)* relative to *control(RNAi)* without cadmium*.* Correlation coefficient is shown below. A list by gene is provided in Additional file 2: Table S1. (B) Linear regression analysis of fold changes shown in panel A*.* Linear regression analysis of ΔΨ values for all significantly altered splicing events caused by *numr-1/2 (RNAi)* or *ints-4(RNAi)* in (C) and by *numr-1/2(RNAi)* and cadmium in (D)*. (PDF 109 kb)*

Additional file 12: **Table S7.** Cadmium exposure alternative splicing.

Additional file 13: **Table S8.** *ints-4* RNAi alternative splicing.

Additional file 14: **Figure S6.** Transcription factors required for *numr-1* activation. (A) Workflow of the transcription factor RNAi screen. (B) Representative fluorescence micrographs of worms fed dsRNA that inhibited cadmium-induced *numr-1p::GFP* activation, 8 worms are shown in each image, and scale bar is 100 μm. Images shown for control and *hsf-1(RNAi)* are the same as Fig. 6a. (C) Gene names and descriptions of transcription factors required for full *numr-1* induction. (D) qPCR analysis of *numr-1* mRNA levels fed with control, *ceh-24*, *fkh-6*, and *hsf-1* dsRNA under control and cadmium exposed conditions. ***P < 0.001 as determined by two-way ANOVA with Bonferroni post hoc tests, *N* = 4 replicates with each replicate containing 200–300 worms.

Additional file 15: **Table S9.** *hsf-1* longevity and cadmium survival.

## Data Availability

All datasets supporting the conclusions of the manuscript are included within the article and its additional files. Raw data used to generate individual graphs in this manuscript are available at https://figshare.com/s/9cae6f74962d85ceab6a [74]. The accession number for the RNA-sequencing data presented in this paper is GEO: GSE129970 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129970 [75].

# Supplementary material for: RNA processing errors triggered by cadmium and integrator complex disruption are signals for environmental stress
**Source:** BMC Biol. 2019 Jul 16;17:56. doi: 10.1186/s12915-019-0675-z

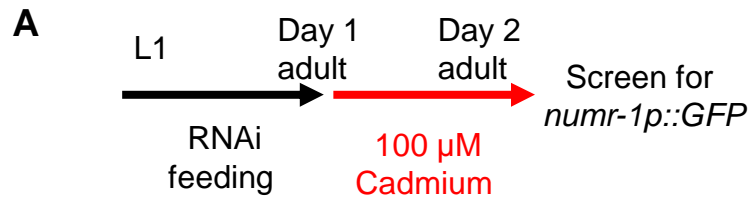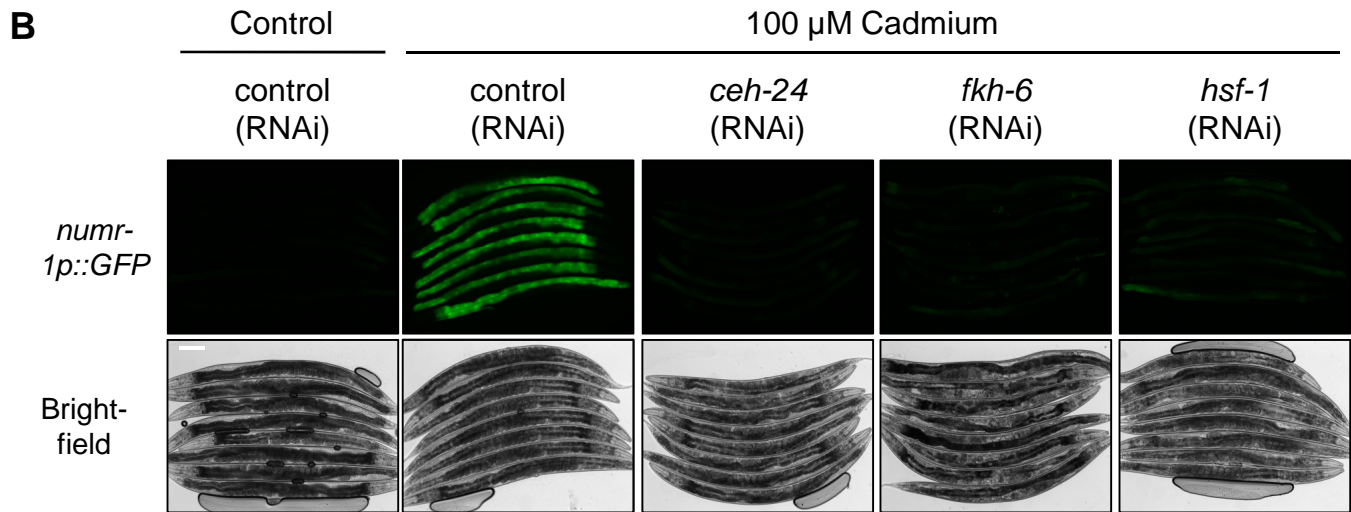

C

Gene	Description
<i>ceh-24</i>	Ortholog of human NK2-1 and 4 (NK2 homeobox 1 and 4)
<i>fkh-6</i>	Ortholog of human FOXE3 (forkhead box E3)
<i>hsf-1</i>	Ortholog of human HSF1 (heat shock factor 1)

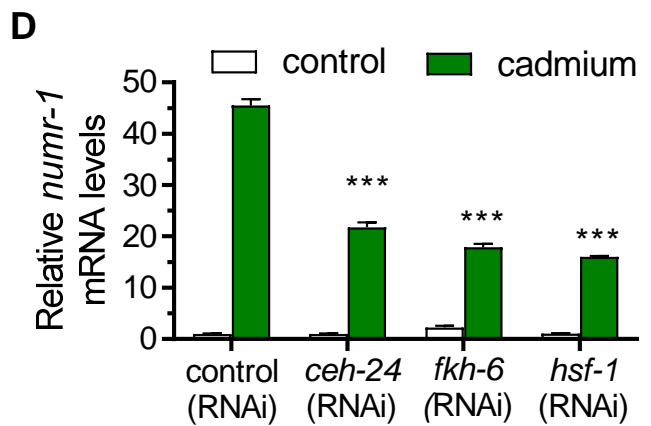

**Supplement:** Supplementary file 14 — Figure S6. Transcription factors required for numr-1 activation. (A) Workflow of the transcription factor RNAi screen. (B) Representative fluorescence micrographs of worms fed dsRNA that inhibited cadmium-induced numr-1p::GFP activation, 8 worms are shown in each image, and scale bar is 100 μm. Images shown for control and hsf-1(RNAi) are the same as Fig. 6a. (C) Gene names and descriptions of transcription factors required for full numr-1 induction. (D) qPCR analysis of numr-1 mRNA levels fed with control, ceh-24, fkh-6, and hsf-1 dsRNA under control and cadmium exposed conditions. ***P < 0.001 as determined by two-way ANOVA with Bonferroni post hoc tests, N = 4 replicates with each replicate containing 200–300 worms.

How the deposited data were processed for this re-analysis (not part of the article)

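The samples are 18 libraries of C. elegans RNA in 6 groups of 3: control(RNAi), numr-1/2(RNAi) and ints-4(RNAi), each without cadmium and with 300 μM cadmium for 12 h. The deposited expression signal values were made by the authors from HISAT2 2.1.0 alignments and HTSeq 0.6.1 counts, scaled within each comparison and pooled to 1 value per gene and group. The p-values of the expression tables were computed and adjusted by the authors before they were deposited, with DEGSeq according to the paper. The p-values and FDR of the splicing tables were computed by the authors with rMATS before they were deposited. The deposited splicing counts are whole numbers of inclusion and skipping reads of each library, which rMATS counted for the authors, and the deposited inclusion levels are fractions of these after division by form length. The genome build of the alignments is not given in the sources used here; exon boundaries of the events were compared with the WBcel235 annotation, where 94.7% of 18716 exon ends match.

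Fold changes were computed here from the 2 group values, with no pseudocount, for the 18479 of 47020 genes with a value above 0 in all 6 groups. For numr-1/2(RNAi) and ints-4(RNAi) with cadmium against control(RNAi) with cadmium, which no table compares and whose group values are scaled in different tables, the log2 fold change is that of cadmium within the RNAi plus that of the RNAi without cadmium, minus that of cadmium in control(RNAi). It can therefore differ from the ratio of the 2 printed values. No p is held there, and genes were counted by fold change alone. Of the first supplementary table of the paper, the first 1508 genes of the unfiltered sheet are held; their log2 fold changes by cadmium differ from those computed here by at most 4.99e-05.

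The splicing cells join 3 counts with commas, and many cells have lost the commas. Of 25476 cell pairs, 10847 kept them, 8629 had a single split that gives the deposited inclusion levels, 1686 were split from the paper's own tables, and 4304 with several possible splits and 10 with none were left out. Of the split pairs, 3776 could be checked against a second table, and 100% were equal. A replicate number in the text is the position of the library within these cells. The planned count model was not run, since the cells are joined text and not a table of counts per gene. Instead, the inclusion and skipping reads split from them were fitted with a quasi-binomial model, with the dispersion moderated by limma 3.58.1 in R 4.3.3, for events with at least 10 reads in every library. Adjusted p are by the Benjamini-Hochberg method. Chi-square per degree of freedom between libraries of a group was 5.53 to 39.1, so the reads vary more than binomial counts. For each gene, the reads of its event with the most reads in each library were also tested with limma, and the sum over its events was an alternative. Other computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.

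The splicing tests were tested on simulated data: beta-binomial counts with the read totals of the real events, with 200 events changed. The simulated dispersion was 4.63 for cadmium, 3.54 for numr-1/2(RNAi) and 3.27 for ints-4(RNAi). Chi-square per degree of freedom between real libraries was 5.53 to 39.1, so the simulated spread may be too small and the rates too favourable. On the real events, limma on the log2 ratio called 0, 1 and 1 in the same order. At a change of 2 on the logit scale, the quasi-binomial test recovered 86% of changed events for cadmium, 87% for numr-1/2(RNAi) and 81% for ints-4(RNAi), and limma on the log2 ratio recovered 64%, 71% and 66%. At a change of 1 the quasi-binomial test recovered 61%, 75% and 63%. Of the events it called, 10.4%, 4.71% and 5.26% were unchanged, so for cadmium more of the called events can be false than the threshold of 0.05 implies. Median reads per event were 113 to 231 per library, and smaller changes and events with few reads can be missed.

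Named genes are those the paper names, the 8 highest and the 8 lowest called genes of each comparison with a value of at least 100, and up to 4 called genes of each gene list by fold change, or 2 with the highest value where none was called. Named events are the 10 significant events with the largest change with at least 20 reads in every library and no overlap between groups, up to 3 more of each type, and every event of cdka-1, M4.1 and R02F2.1. Fold change lists of the paper's tables had been seen when the rule was written. Gene lists were compared with all other genes by Fisher's exact test, and 24 lists had members to test. Correlations between comparisons with a shared control group were set beside 100 simulations in which the treated groups do not change, and were computed again with the 3 shared libraries split 1 against 2 between the comparisons, which was added after the data were seen. Genes and events called in either comparison were chosen with all shared libraries, and the split does not undo that choice. Alternatives covered the filters, fold thresholds, read minimum, test, events per gene and each library left out in turn.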

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

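The correlation across the 6 groups between splice site levels and germline genes and the test of reads with separate ints-4(RNAi) libraries were chosen only after the result was seen, and the tests of cadmium within numr-1/2(RNAi) and within ints-4(RNAi) worms were added after the files were seen to hold these comparisons.

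Few splicing events passed the 2 tests of an interaction with cadmium, and chance cannot be excluded for either. With numr-1/2(RNAi) 4 events passed; 8 of 100 splits of the libraries, the real one included, called as many, and the highest other called 109. With ints-4(RNAi) 8 events passed; 5 of 100 splits, the real one included, called as many, and the highest other called 51.

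The other results are from comparisons or genes that the paper does not discuss in its RNA-seq data; snRNAs it measured by qPCR. Cadmium in numr-1/2(RNAi) worms changed 1947 genes and 130 splicing events against the same RNAi without cadmium, and in ints-4(RNAi) worms 640 genes and 12 events. numr-1/2(RNAi) raised 21 germline and oocyte genes, 53 sperm genes and 6 vitellogenins. Cadmium lowered 17 germline and oocyte genes and 14 histones. ints-4(RNAi) raised 21 genes within 5 kb downstream of snRNA genes, and, with no filter on detection, 35 of 62 snRNA genes and 114 of 283 unannotated transcripts.

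Levels of alternative 3′ splice sites rose after numr-1/2(RNAi) and fell with cadmium, mostly at closely spaced sites (97.4% of significant events against 81.6% of others), a kind of site that is used differently in germline and somatic tissue. A candidate explanation is a different share of germline RNA: across the 6 groups the mean level followed the median of the germline list (r = 0.99, exact permutation p = 0.0167 adjusted over 24 lists), but so did neuron genes inversely (r = -0.99, the same p), with sperm genes at 0.93 and muscle genes at -0.94 (0.0417 for both), so the match is not specific to the germline list. Across libraries within groups, where only mex-3 has reads, r was 0.21 (permutation p = 0.682), so the libraries do not settle it. Low read numbers are an unlikely source, since 97.4% of significant events rose with at least 20 reads as well. A direct action on splicing and a shift in tissue or stage may both give this pattern, and the value of 0.99 over 6 groups does not separate them.

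Genes next to snRNA genes rose after ints-4(RNAi). Genes upstream rose less often than those downstream (12.9% against 38.2%, Fisher's exact test, p = 0.00237), so an equal response on both sides is unlikely. The upstream share was above the 6.93% of genes not downstream, a difference that was not tested. A weaker response upstream therefore stays open. Genes within 2 kb rose more often than those from 2 to 10 kb (57.9% against 22.7%, Fisher's exact test, p = 0.0043), which is in line with reads that run on past snRNA genes. Of 10000 random lists matched on the control value, 0.0% held as many rising genes, and the highest held 14.

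Cadmium changed fewer genes in ints-4(RNAi) than in control(RNAi). The slope of its log2 fold changes on those in control(RNAi) was 0.33 (95% bootstrap interval 0.3 to 0.36), and in numr-1/2(RNAi) 0.78. The interval is across genes with 1 pooled value per group, so it holds no spread between libraries. Within that limit, a threshold alone is an unlikely cause. Genes were chosen by their change in control(RNAi), which by itself may bring both slopes below 1, and the value of 0.33 includes that. Genes raised by cadmium and by ints-4(RNAi) had a median log2 change by cadmium of 0.58 in ints-4(RNAi), and those raised by cadmium only 0.92, but the ints-4(RNAi) value that chooses these genes is also the base of the change, which lowers it by construction. In the reads, with separate ints-4(RNAi) libraries for the 2 steps, the change was lower in 1 of 6 splits, so a smaller response of genes that are already raised stays open.

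With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. In each comparison only the real split, 1 of 10, called as many events or genes. Real and highest other counts of events were 105 and 5 for cadmium, 192 and 19 for numr-1/2(RNAi), 197 and 1 for numr-1/2(RNAi) with cadmium, 59 and 13 for ints-4(RNAi), and 34 and 8 for ints-4(RNAi) with cadmium. For genes by reads they were 135 and 0, 239 and 1, 241 and 0, 154 and 0, and 208 and 0.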

How the results depend on the processing

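The authors' rMATS as deposited and the split of shared libraries were added after seeing the data; all other alternatives were set earlier. No paired analysis was possible because the columns carry no replicate numbers, and nothing ties the numbers in the sample labels to a position in the cells. Planned count model fits of events and genes, and tests of the expression of all genes across libraries, were not run. No p is held for expression against control(RNAi) with cadmium, and no rMATS result for numr-1/2(RNAi) against control(RNAi) with cadmium, so these alternatives have no value. Depth limits the splicing tests to events with at least 10 reads in every library.

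For named genes there were only 288 alternatives for 288 results, and all kept their call, so this check covers few settings. Named events kept their call in 517 of 657 alternatives, with 140 no longer past the threshold. Of counts of changed genes, 13 of 21 stayed within 1.5 times; of counts of events, 18 of 33; of counts of genes by reads, 10 of 10. Of shares of rising 3′ splice sites 27 of 30 were the same, of expression correlations 18 of 20 and of splicing correlations 17 of 23. No reversal occurred in a count. In what follows the cause was not tested, apart from fold thresholds and single events per gene, which change how many are counted.

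Without the fold threshold, changed genes were 2639 for cadmium (1340 in the main analysis), 5008 for numr-1/2(RNAi) (1988) and 4782 for ints-4(RNAi) (2524), and members of gene lists for numr-1/2(RNAi) 404. At 4-fold they were 485, 408 and 1072, and against control(RNAi) with cadmium 703 for numr-1/2(RNAi) (3267) and 1337 for ints-4(RNAi) (3661). In the order cadmium, numr-1/2(RNAi), numr-1/2(RNAi) with cadmium, ints-4(RNAi) and ints-4(RNAi) with cadmium, the main counts of events were 105, 192, 197, 59 and 34. limma on the log2 ratio called 0, 1, 3, 1 and 0 events, and its share of rising 3′ splice sites was 100% for numr-1/2(RNAi) and 100% with cadmium, no longer past the threshold. The authors' rMATS p adjusted over the events kept gave 347 for cadmium, 371 for numr-1/2(RNAi), 224 for ints-4(RNAi) and 265 for ints-4(RNAi) with cadmium, and rMATS as deposited 368, 404, 266 and 316. With one event per gene, ints-4(RNAi) had 38 events and ints-4(RNAi) with cadmium 19, where 100% of 3′ splice sites rose, no longer past the threshold.

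For ints-4(RNAi) and numr-1/2(RNAi) the expression correlation of -0.047 was 0.014 for values of at least 10 (reversed) and -0.025 with collagen, sperm, germline, vitellogenin and embryonic genes left out. Their splicing correlation of -0.093 was reversed over all events (0.118), by Spearman's rho (0.006) and over events significant by rMATS (0.129). For cadmium and numr-1/2(RNAi) the splicing correlation over events significant by rMATS was -0.065. With the shared libraries split 1 against 2, the splicing correlation of ints-4(RNAi) and numr-1/2(RNAi) was -0.185 (-0.141 over all events), now past the threshold, and that of cadmium and ints-4(RNAi) 0.495 (0.086 over all events). Within 2 kb of snRNA genes, 15.8% of genes rose with cadmium (Fisher's exact test, p = 0.0544).

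Leaving out 1 library at a time gave 41 (without control(RNAi) replicate 2) to 76 events for cadmium, 122 (numr-1/2(RNAi) replicate 1) to 159 for numr-1/2(RNAi), 126 (numr-1/2(RNAi) with cadmium replicate 2) to 170 with cadmium, 31 (ints-4(RNAi) replicate 1) to 54 for ints-4(RNAi) and 12 (ints-4(RNAi) with cadmium replicate 1) to 34 with cadmium. Genes by reads were 70 (control(RNAi) replicate 2) to 154, 149 (control(RNAi) replicate 3) to 267, 151 (numr-1/2(RNAi) with cadmium replicate 2) to 266, 116 to 169, and 125 (ints-4(RNAi) with cadmium replicate 3) to 221 in the same order. The share of rising 3′ splice sites was 0% to 20% for ints-4(RNAi) and 80% to 100% with cadmium. The splicing correlation of ints-4(RNAi) and numr-1/2(RNAi) was -0.117 to 0.001 (without control(RNAi) replicate 1, reversed). Interaction events numbered 2 (without numr-1/2(RNAi) replicate 2) to 13 (without control(RNAi) with cadmium replicate 2) for numr-1/2(RNAi), and 5 (without ints-4(RNAi) replicate 3) to 14 (without control(RNAi) with cadmium replicate 3) for ints-4(RNAi). Of named events, 3 to 27 lost their call with any 1 library left out. Fewer libraries lower the power of these tests.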

Differences from the paper's values

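Of the tests here, rMATS as deposited and the split of shared libraries were chosen only after the values were seen; the other alternatives were set before the data were examined. The paper also removed stage-enriched genes, with lists that were not used here, so counts of genes are over a wider set than the paper's.

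For genes lowered by cadmium the paper's value is 228 and the value here is 489; at 4-fold it is 155, within 1.5 times the paper's, and with no detection filter, no fold threshold, a minimum value of 10 or log2(value + 1) it is not. For genes raised by numr-1/2(RNAi) the paper's value is 518 and the value here 1071, and no alternative comes within 1.5 times. For genes changed by numr-1/2(RNAi) with cadmium the paper's value is 980, and 3267 genes changed here by fold change alone; at 4-fold there are 703, within 1.5 times, and under the other alternatives not. For genes lowered by ints-4(RNAi) the paper's value is 817 and the value here 1226; with log2(value + 1) it is 1217, within 1.5 times, and under the other alternatives not. At least 4-fold lower after ints-4(RNAi) are 183 genes in the paper's Table S2 and 348 here, and after cadmium 64 in the paper's Table S2 and 155 here, with no alternative for either.

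For correlations, the error is the mean distance from r here to the ends of its 95% confidence interval, across genes or events. The paper's expression correlation of cadmium and ints-4(RNAi) is 0.47 and the value here 0.512; for values of at least 10 it is 0.458, within the error, and under the other alternatives not. For cadmium and numr-1/2(RNAi) the paper's value is about -0.02 in Fig. 1b, read by eye, and the value here -0.146. For cadmium and numr-1/2(RNAi) with cadmium it is about -0.35 in Fig. 1b, read by eye, and the value here -0.476. No alternative comes within the error for either.

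The paper's counts of splicing events are 404 for numr-1/2(RNAi), 368 for cadmium and 266 for ints-4(RNAi), and those here 192, 105 and 59. The authors' rMATS p adjusted over the events kept gives 371, 347 and 224, within 1.5 times, and under the other settings the counts are not. rMATS as deposited, chosen after seeing the values, gives 404, 368 and 266 and drops none of the paper's events, since it takes the authors' own FDR. For alternative 3′ splice sites after numr-1/2(RNAi) the paper's value is 197 and the value here 117; the adjusted rMATS p gives 180, and rMATS as deposited, chosen after seeing the values, gives 197 and drops none. Under the other settings the count is not within 1.5 times.

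The paper's splicing correlation of cadmium and ints-4(RNAi) is 0.43 and the value here 0.639; over events significant by the authors' rMATS it is 0.496, not within the error, over all events 0.456, within the error, and under the other alternatives not. Over all events with the shared libraries split 1 against 2, chosen after seeing the values, it is 0.086, with none of the events dropped. For cadmium and numr-1/2(RNAi) the paper's correlation is negative with a size of 0.09, and here it is negative with a size of 0.245. Over all events it is -0.119 and over events significant by rMATS -0.065, both within the error, and under the other alternatives not.

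For genes lowered at least 4-fold by numr-1/2(RNAi) the paper states that no function is enriched by DAVID; here 7 of 15 moulting and epidermis genes are among them (Fisher's exact test, 7.84e-09 after adjustment over 24 lists). For genes raised with and without cadmium it names collagens alone, and here 2 of 6 vitellogenins are among them as well. The paper had removed stage-enriched genes to avoid indirect effects of development, and here such genes were kept. Fixed gene lists also took the place of DAVID terms. Neither result therefore contradicts the paper's statement.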

Other observations

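The tests of cadmium within numr-1/2(RNAi) and ints-4(RNAi) worms were added after the files were seen to hold these comparisons, so all tests given next were chosen after the expression and splicing files were seen.

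In numr-1/2(RNAi) worms, cadmium raised genes of moulting and lowered yolk genes. Of the 15 moulting and epidermis genes, 8 were higher and none was lower with cadmium in these worms (8 adjusted over the list alone, 12 without the fold threshold), by adjusted p in the authors' deposited table. The vitellogenins were lower in 6 of 6. Both lists had moved the other way after numr-1/2(RNAi) alone. Against control(RNAi), the median log2 value of the moulting list was -1.94 in numr-1/2(RNAi) and -0.69 in numr-1/2(RNAi) with cadmium. It therefore stayed below control(RNAi). For the vitellogenins the medians were 2.09 and -0.65 in the same order. comt-4 went from 4.59 to 2060. Of 415 alternative 3′ splice sites, 51 fell and 2 rose with cadmium in these worms. In R02F2.1 the level fell by 23.8 percentage points (adjusted p = 9.93e-47, limma-moderated quasi-binomial test).

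In ints-4(RNAi) worms, cadmium raised 10 of 16 metal response genes and lowered none (10 adjusted over the list alone), and 19 of 49 glutathione S-transferases and lowered none (20 adjusted over the list alone), by adjusted p in the authors' deposited table. The sum of numr-1 and numr-2 went from 492 to 1350. Transcripts of snRNA and spliced leader genes had values in ints-4(RNAi) worms where control(RNAi) is listed at 0: 290 for C52E4.8, 8.04 for C47F8.9, 1100 for sls-2.12 and 588 for sls-2.10. With cadmium in ints-4(RNAi) worms the values were 133, 3.1, 757 and 275, and with cadmium in control(RNAi) 0, 0, 0.321 and 0. The values given for C47F8.9 are those of WBGene00014288. Another snRNA gene that is also listed under this name, WBGene00014405 (F56H6.16), was 1.02 in control(RNAi) and 3280 in ints-4(RNAi). Of the other snRNAs in the paper's Fig. 4, C53D6.16 was 5.43 in control(RNAi) and 5.84 in ints-4(RNAi), and F35C11.9 and F08H9.10 were 0 in both. Libraries were made from RNA selected with oligo(dT), which favours RNA with poly(A) tails.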
